# High-resolution targeted 3C interrogation of *cis*-regulatory element organization at genome-wide scale

**DOI:** 10.1038/s41467-020-20809-6

**Published:** 2021-01-22

**Authors:** Damien J. Downes, Robert A. Beagrie, Matthew E. Gosden, Jelena Telenius, Stephanie J. Carpenter, Lea Nussbaum, Sara De Ornellas, Martin Sergeant, Chris Q. Eijsbouts, Ron Schwessinger, Jon Kerry, Nigel Roberts, Arun Shivalingam, Afaf El-Sagheer, A. Marieke Oudelaar, Tom Brown, Veronica J. Buckle, James O. J. Davies, Jim R. Hughes

**Keywords:** Biological techniques, Nuclear organization, Gene regulation, Chromatin structure

## Abstract

Chromosome conformation capture (3C) provides an adaptable tool for studying diverse biological questions. Current 3C methods generally provide either low-resolution interaction profiles across the entire genome, or high-resolution interaction profiles at limited numbers of loci. Due to technical limitations, generation of reproducible high-resolution interaction profiles has not been achieved at genome-wide scale. Here, to overcome this barrier, we systematically test each step of 3C and report two improvements over current methods. We show that up to 30% of reporter events generated using the popular in situ 3C method arise from ligations between two individual nuclei, but this noise can be almost entirely eliminated by isolating intact nuclei after ligation. Using Nuclear-Titrated Capture-C, we generate reproducible high-resolution genome-wide 3C interaction profiles by targeting 8055 gene promoters in erythroid cells. By pairing high-resolution 3C interaction calls with nascent gene expression we interrogate the role of promoter hubs and super-enhancers in gene regulation.

## Abstract (web summary)

Current 3C methods generate low-resolution interaction profiles across the genome or high-resolution profiles at a limited number of loci. Here the authors present Nuclear-Titrated Capture-C which produces high-resolution genome-wide interaction profiles.

## Introduction

Chromosome conformation capture (3C) has emerged as the leading tool for studying the DNA folding associated with gene regulation and genome organization^1,2^. 3C methods measure the proximity of DNA elements through restriction enzyme digestion and ligation; sequencing of the resultant chimeric fragments produces a population-based interaction frequency as the output. The resolution achieved by 3C comes from the choice of restriction enzyme, the depth of sequencing, and whether or not targeted enrichment is performed. Currently, 3C methods can be broadly categorized into two classes depending on their resolution: low and high.

Low-resolution 3C methods, such as Hi-C^3^ and its derivatives, use a 6-bp cutting enzyme to generate genome-wide interaction maps, with the standard experiment generating 10–50 kb resolution^2^. Higher-quality profiles can be achieved through combinations of massively increased sequencing, use of a 4-bp cutter, targeted enrichment (e.g., Capture Hi-C^4^ [CHi-C], often called Promoter Capture Hi-C), and increased cell numbers. The prohibitive costs mean that such datasets rarely include sufficient number of replicates for robust statistical analysis and are not applicable to rare primary cell types due to the requirement for high cell numbers. Conversely, sub-kilobase resolution can be achieved by methods which enrich for target loci in 4-base cutter libraries; e.g., Capture-C^5^, 4C-seq^6,7^, and their derivatives. The current best high-resolution 3C method for sensitivity is NG Capture-C, with 10,000–100,000+ unique interacting reporter reads per viewpoint^2,8^. NG Capture-C achieves its high resolution and sensitivity using biotinylated oligonucleotide pull-down of target loci from 3C material. The use of sequential enrichment, or double capture, results in 30–50% on-target sequencing, an 160-fold increase over the initial Capture-C method^5,8^.

High-resolution 3C comes at the expense of the number of viewpoints that can be practically included in a single experiment. This is due to the roughly 16-fold increase in complexity when generating a 3C library with a 4-bp cutter compared to a restriction enzyme with a 6-bp motif. The need to robustly sample these much more complex libraries has so far limited NG Capture-C to hundreds of viewpoints, performed in triplicate for statistical analysis. Because of these challenges, genome-scale characterization of promoter-enhancer interactions and their effects on transcription have so far been limited low-resolution methods, such as CHi-C, with one or two replicates. However, a large increase in the specificity of enrichment and the minimization of off-target and technical noise would practically translate into the feasibility of much larger viewpoint designs using high-resolution methods.

Here, using systematic optimization, we show that critical protocol modifications remove the throughput limitations of Capture-C by significantly reducing the levels of technical noise, and increasing the efficiency of on-target sequencing, while retaining the method’s capacity to multiplex samples and analyze small cell numbers. We combine these modifications and report the use of Nuclear-Titrated (NuTi) Capture-C to characterize the role of promoter hubs and super-enhancers in gene regulation by targeting 8055 promoters in erythroid cells.

## Results

### Nuclear isolation post ligation reduces the frequency of spurious interactions

The quality of 3C libraries can be affected by technical noise^9,10^. Previous work has shown that a portion of nuclei remain intact during 3C digestion and ligation, and intact nuclei contain more informative 3C DNA than disrupted nuclei^10,11^. Most 3C methods use the in situ^12^ protocol that assumes a majority of ligation events occur within intact nuclei, however, the frequency of ligation between two nuclei in in situ 3C libraries is unknown. By separating the in situ 3C milieu into intact nuclei and soluble DNA we found ~25% of in situ 3C libraries come from disrupted nuclei (Fig. 1a and Supp. Fig. 1). The portion of in situ 3C libraries from disrupted nuclei had higher levels of *trans* ligation and an increased proximal signal (<4 kb) at the expense of informative intermediate- and long-range interactions (Supp. Fig. 2). The higher rate of *trans* ligation likely arises from ligation of DNA from two separate nuclei.

**Fig. 1:**
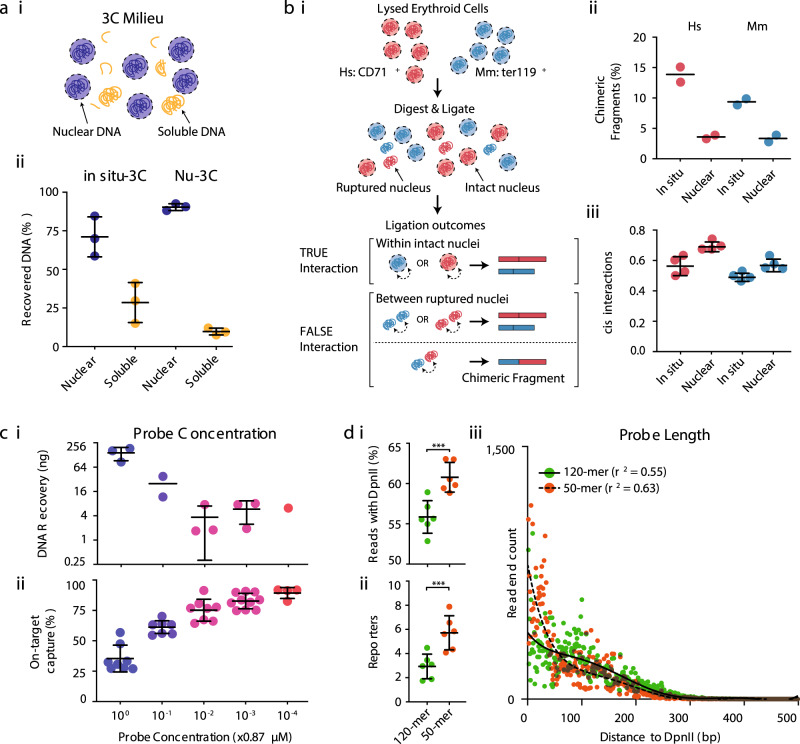
Nuclear-Titrated Capture-C minimizes noise while maximizing on-target enrichment. **a** (**i**) During digestion and ligation nuclei can shear leading to free soluble chromatin. Intact nuclei can be separated from freed material by centrifugation. (**ii**) Percent of total DNA recovered in the two fractions using standard in situ-3C and a modified Nuclear 3C (Nu-3C) approach. *n* = 3 independent experiments. Bars show mean and one standard deviation. **b** (**i**) Lysed erythroid cells from human and mouse were mixed in a 1:1 ratio prior to generation of 3C libraries. Ligation occurring between ruptured nuclei can be detected as inter-species chimeric DNA fragments after filtering for sequences that map to both genomes. (**ii**) Level of inter-species chimeras and (**iii**) number of reported *cis* interactions when using standard in situ-3C or modified Nuclear 3C (Nu-3C) at the *Hba-1/2* and *Slc25a37* promoters (*n* = 2 viewpoints from two independent libraries). Bars show mean and one standard deviation. **c** Total yield of DNA recovered following single capture (*n* ≥ 1 independent capture experiments where each dot is an independent capture) (**i**) and total number of mapped reads containing on-target capture sequence following double capture (*n* ≥ 4 libraries from multiple independent captures, where dots indicate libraries) (**ii**) when 11 probe pairs were used at final concentrations ranging from 0.87 µM to 87 pM. For DNA recovery each dot is a multiplex capture with between 3 and 6 libraries. Bars show mean and one standard deviation. **d** Percent of reads with a *Dpn*II site (**i**), number of PCR duplicate filtered reporters per 100 mapped reads containing a reporter (**ii**) following capture of six 3C libraries with 120-mer and 50-mer oligonucleotides. *n* = 6 independent experiments. ***p = 0.0001 using a two-sided Mann–Whitney *U*-test. Bars show mean and one standard deviation. (**iii**) Counts of read-ends generated by sonication breakpoints as the distance to the nearest end of the *Slc25a37* viewpoint. Each dot is average depth normalized count at each position for 100,000 mapped reads (*n* = 12). Lines of best fit were generated as a sixth order polynomial with *r*^2^ shown in the legend. Source data are available in the Source Data file.

True *trans* interactions may occur specifically within a cell^13^, or more generally at the boundaries of chromosome territories. To directly measure the frequency of ligation between nuclei during in situ 3C we generated libraries from a 1:1 admixture of human and mouse erythroid cells (Fig. 1b). Using this method, 50% of ligations between nuclei will connect DNA from mouse and human cells, generating detectable chimeric inter-species fragments. We found inter-species ligations represented 10–15% of reporter containing fragments (Fig. 1b.ii); therefore 20–30% of in situ 3C reporters arose from ligation of DNA from two separate nuclei. These reporters are artefacts, which lack biological relevance. This is consistent with ~25% of in situ 3C DNA being found in the un-pelleted supernatant and may account for a majority of detected *trans* interactions.

This high rate of spurious ligation between nuclei suggests that 3C data quality could be improved by enrichment for intact nuclei. To achieve this we modified the in situ 3C protocol to reduce the likelihood of rupturing fixed nuclei, and critically introduced a centrifugation step to isolate intact nuclei after ligation; as opposed to before chromatin digestion and ligation (see “Methods”). Using this Nuclear 3C (Nu-3C) method we found a significant reduction in the amount of free DNA compared to in situ 3C, from ~25% to ~10% (Fig. 1a.ii). We also saw a reduction in inter-nuclear ligation events, from ~25% to ~8%, with a concurrent significant increase in informative *cis* interactions (Fig. 1b.ii–iii). Therefore, Nuclear 3C libraries represent a higher-quality starting product for quantifying biologically relevant interactions than in situ 3C libraries.

### Probe titration increases targeting efficiency

NG Capture-C was designed to capture target viewpoints with tens or hundreds of 120-bp biotinylated DNA oligonucleotides located at either one or both end(s) of a restriction endonuclease fragment; high enrichment is then achieved through double capture^8^. This method uses a commercial exome sequencing kit optimized to include several thousand oligonucleotides. We tested serial dilutions of probe concentration on capture efficiency while targeting 11 loci. Lower probe concentrations resulted in reduced yields of DNA following single capture (Fig. 1c.i). When a probe concentration of 0.87 nM was used, 31.61% on-target sequencing (Stdev = 2.00, *n* = 4) was achieved, similar to that of double capture without dilution^8^. When lower concentration probes were used in combination with double capture (Titrated Capture-C), 85–98% on-target sequencing was achieved (Fig. 1c.ii); indicating the two optimizations are additive. When this combined method with probes at 0.87 nM was applied to *Slc25a37* alone a 97.70% on-target sequencing was seen, equating to a 6.26-million-fold enrichment. Increased on-target sequencing reduces the required depth of sequencing required to identify informative reads. We in silico tested the number of raw reads required to generate high-quality profiles and found 250,000 reads are sufficient to exceed 30,000 unique interactions (Supp. Fig. 3) at sites where probes are used for each fragment end. This depth of signal is 2.1 times better than the original NG Capture-C method^8^, and 11.6 times better than for an equivalent depth of sequencing for UMI-4C^14^.

A reduced read requirement represents a significant saving in the overall cost of Capture-C-based experiments, which previously was a criticism of the method^12^. Another significant cost for NG Capture-C has been the 120-bp biotinylated oligonucleotides—though current pricing is significantly reduced. We performed capture with 50-bp oligonucleotides targeted to the well-characterized mouse globin and mitoferrin encoding genes. Shorter oligonucleotides generated reads with proportionally more *Dpn*II restriction sites resulting in significantly more informative reads per captured fragment (Fig. 1d). This increase in informative capture events had no major changes to the local profiles of *Hba-1/2* and *Slc25a37* (Supp. Figs. 4 and 5). However, at *Hbb-b1/2*, a total of four additional peaks of interaction were identified in both erythroid and ES cells, leading to reduced correlation between oligonucleotide lengths (Supp. Fig. 6). Analysis of the sequences underlying these peaks showed a higher proportion of sequence identity for the 50-bp oligonucleotides (Supp. Fig. 6b, d). Given the increased similarity and that these peaks were fragment specific, they are likely artefacts arising from additional capture of the highly sequence-related globin genes. Therefore, while short probes provide more informative capture, they can also generate interaction artefacts through reduced specificity in highly duplicated loci, which should be taken into account during the design phase.

### Enrichment generates significant bias between co-targeted sites

Ligation frequency is the core readout of 3C techniques; many approaches use targeted enrichment through either oligonucleotide pull-down (NG Capture-C^8^, CHi-C^4^), immunoprecipitation (HiChIP^15^, ChIA-PET^16^, ChIA-Drop^17^) or RNA enrichment (HiChIRP^18^) to generate this readout. The introduction of bias to observed ligation frequency when using 3C experiments that enrich at multiple sites (i.e., co-targeting) is widely acknowledged^5,12^. Although enrichment bias will affect the accuracy of interaction calls, its magnitude has never been specifically measured. We first generated a mathematical model for enrichment-based bias (Supp. Note), which shows enrichment bias will be variable across the genome, ranging from 1-to-20 fold, and affected by both the true interaction frequency of co-targeted fragments and their relative enrichment efficiencies. We tested this model using two captures at the well-characterized mouse globin loci^19,20^. In the first capture, four promoters and three enhancers were targeted; in the second capture, an additional 54 evenly spaced targets were included^21^. The addition of the nearby oligonucleotides generated significant bias; specifically at co-targeted fragments, with a magnitude and distribution consistent with modeling (Fig. 2 and Supp. Fig. 7a), indicating the model is a good approximation for co-targeting bias. Similar bias is also seen in published CHi-C data and interaction calls^22^ (Supp. Fig. 7b). As bias magnitude is highly variable, rather than attempting complex correction, it may be simpler to avoid artefacts by simply removing co-targeted fragments from downstream analyses, ~3% of reporter counts in the above experiment (Supp Fig. 8a). For high-resolution 3C the exclusion of co-targeted fragments is unlikely to be a significant source of novel bias. Significant interactions tend to be called across multiple adjacent fragments^8^, and unlike low-resolution enzymes (e.g., *Hind*III 6-base cutter), the majority of regulatory elements have multiple *Dpn*II sites (Supp. Fig. 8b), thus, interactions between co-targeted elements are still detectable. Using an exclusion approach when targeting all 94,450 annotated mouse transcription start sites would only require 0.93% of *Dpn*II fragments to be excluded (59,575/6,415,222), compared with 5.61% if using low-resolution *Hind*III (46,227/823,377). Therefore, high-resolution designs with thousands of viewpoints are possible, provided the correct data analysis is used to avoid bias.

**Fig. 2:**
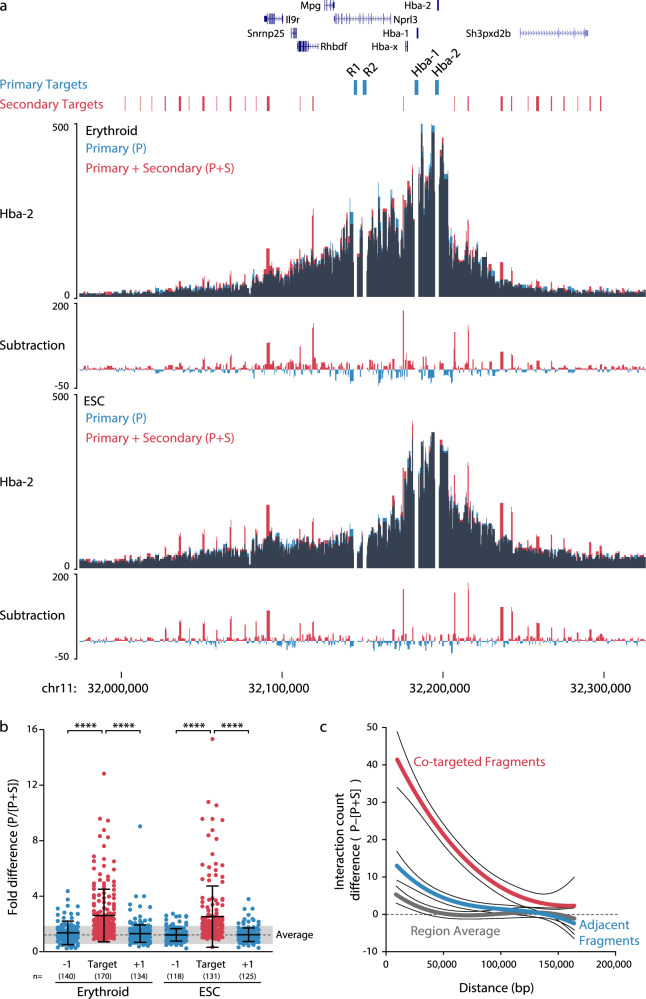
Co-targeting results in variable-magnitude, target-specific bias. **a** 3C libraries from mouse erythroid (*n* = 3 independent experiments) and embryonic stem cells (ESC; *n* = 3 independent experiments) were captured with either a pool of probes containing eight primary (P) viewpoints, or a pool of probes containing both the primary viewpoints and 54 additional, or secondary (S), viewpoints. Captured fragments were analyzed only for the primary viewpoints. Data is shown as an overlay for the Hba-2 capture viewpoint, with dark areas showing where signal overlaps. **b** Comparison of the relative difference in interaction counts at co-targeted fragments and the adjacent fragments (±1). Each dot (*n* shown) represents the average skew after capture in three independent 3C libraries from each of seven primary viewpoints. The difference in *n* between Erythroid and ESC arises from a poor mapability of the beta-globin locus in this ESC cell line. Average with one standard deviation (gray shading) is shown for all fragments within 160 kb of the primary targets. **c** Distance dependent difference in signal caused by co-targeting compared with adjacent fragments and the region average. ****p < 0.0001 using a two-sided Mann–Whitney *U*-test. Bars show mean and one standard deviation. Source data are available in the Source Data file.

### High-resolution interaction maps for 8055 promoters

As far as we are aware, no method has yet been implemented to generate high-resolution 3C maps for thousands of loci in triplicate. By combining higher-quality Nu-3C libraries, low-cell optimizations^9,23^, increased efficiency targeting through Titrated Capture-C, and a reduction in PCR cycles, our method, Nuclear-Titrated (NuTi) Capture-C (Supp. Fig. 1), has the capacity to generate reproducible high-resolution data in both small and genome-scale experiments. To this end we used DNaseI-seq and ChIP-seq for H3K27ac, H3Kme1, H3Kme3 signals from ter119^+^ mature erythroid cells^19,24^ to annotate tissue-specific transcription start sites of protein coding genes, identifying 7874 active promoters for targeting (Fig. 3a, b). We also included in the design a further 181 inactive control promoters, in total covering 7195 *Dpn*II fragments. Using this design, NuTi Capture-C was performed in triplicate for ter119^+^ erythroid cells and sequenced to an average of 150–300k read-pairs per viewpoint. We identified 140.8 M unique ligation events with over 1000 unique *cis*-ligation events for 93.5% of targets (*n* = 6730; Supp. Fig. 9a). We first compared the profiles of the well-characterized *Hba*-1/2, *Hbb-b1/2*, *Slc25a37* loci between small- and genome-scale capture designs (Supp. Fig. 10), finding good correlation between experiments (Pearson *r*^2^: 0.75–0.87) as well as between replicates (Pearson *r*^2^: 0.86–0.92). Interestingly, viewpoints shorter than 300 bp tended to have higher levels of *trans* interactions despite nuclear isolation (Supp. Fig. 11a, b). Quantification of non-nuclear DNA from *Hind*III and *Dpn*II 3C digestion found higher amounts of DNA from the 4-bp cutter (Supp. Fig. 11c, d). This suggests short fragments may either evade crosslinking, or be freed as small, diffusible fragments by digestion – resulting in the observed differences in *cis*-to-*trans* frequencies. Therefore, a minimum fragment length could be of benefit during viewpoint selection.

**Fig. 3:**
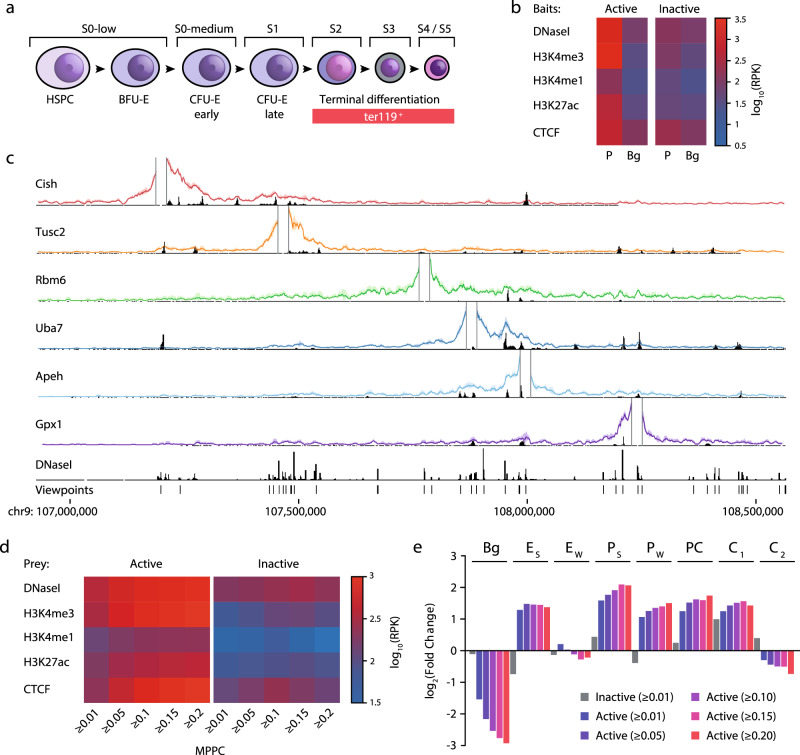
Genome-wide high-resolution 3C in mouse erythroid cells. **a** Stages (S) of commited murine erythropoiesis with FACS-sorted populations including haematopoietic stem and progenitor cells (HSPC), erythroid blast forming units (BFU-E), and colony-forming units (CFU-E). **b** Average sequence coverage signature of promoter (P) containing fragments (±1 kb) classified as active (*n* = 7014) or inactive (*n* = 181) compared to an equivalent number of background regions (Bg). Chromatin marks from mouse erythroid cells show open chromatin (DNaseI), promoters (H3K4me3), active transcription (H3K27ac), enhancers (H3K4me1), and boundaries (CTCF). Background (Bg) signal was calculated by generating random peaks of the same number and size using BEDtools shuffle. RPK reads per kilobase. **c** Windowed mean 3C interactions (*n* = 3 independent 3C libraries) over 1.5 Mb (mm9: chr9:106926158-108566246) for six NuTi Capture-C viewpoints with peaky Marginal Posterior Probability of Contact (MPPC) scores (black peaks) and open chromatin (DNaseI). **d** Average chromatin signal for interacting fragments (prey) of increasing MPPC identified by capturing either active or inactive promoters. **e** Enrichment of GenoSTAN annotations for interacting fragments with increasing MPPC. Bg: Background, *E*_S_: Enhancer (Strong H3K27ac), *E*_W_: Enhancer (Weak H3K27ac), *P*_S_: Promoter (Strong H3K27ac), *P*_W_: Promoter (Weak H3K27ac), PC: Promoter/CTCF, C_1_: CTCF near Promoter/Enhancer, C_2_: CTCF. Source data are available in the Source Data file.

To identify significant distal interactions for each viewpoint we employed Bayesian modeling with peaky^25^ (Fig. 3c). Peaky identified 473,270 interacting fragment pairs (Marginal Posterior Probability of Contact [MPPC] ≥ 0.01) covering 75.8% of targeted viewpoints (*n* = 5451) and distributed between 2500 bp and 1 Mb from the midpoint of the target (Supp. Fig. 9b), with the majority being directly adjacent to another significantly interacting fragment (*n* = 404,552 [85.5%], Supp Fig. 8c). Identified promoter-interacting fragments had strong enrichment for chromatin marks associated with active promoters and enhancers, with stronger enrichment seen for fragments with higher MPPC scores (Fig. 3d). Despite excluding co-targeted viewpoints from these analyses, we were still able to detect over 9000 significant interactions with viewpoint adjacent fragments (Supp. Fig. 8d). Therefore, it is still possible to detect promoter–promoter interactions at co-targeted genes with NuTi Capture-C while avoiding co-targeting bias. To determine the identity of interacting regions we annotated 68,723 erythroid open-chromatin sites into eight classes using the GenoSTAN Hidden Markov Model^26^ (Supp. Fig. 12a, b). By intersecting significantly interacting fragments with these annotations we found 22,767 pairwise element interactions, involving 56.7% (*n* = 4082) of targeted genes (Supp. Fig. 12c, d). When comparing the types of elements active promoters interact with, we found specific enrichment for both promoters and enhancers (Fig. 3e and Supp. Fig. 9c), with each active gene interacting with an average of 2.6 promoters (stdev: 4.1, max: 43) and 1.3 enhancers (stdev: 2.4, max: 26).

### Targeted high-resolution 3C provides greater specificity of interaction calling

The first descriptions of targeted genome-wide 3C landscapes were carried out using CHi-C with the low-resolution *Hind*III in duplicate in human CD34^+^ and GM12787 cells^4^, and in mouse ES cells and fetal liver cultured erythroid cells^22^. Currently, most publications using CHi-C employ the low-resolution *Hind*III enzyme on one or two replicates. To demonstrate the advantage of a high-resolution experiment in triplicate, we directly compared our NuTi Capture-C results with published CHi-C results in murine erythroid cells^22^. In general, the high-resolution method produced more fine-grained interaction profiles for promoters, including for genes in adjacent regulatory domains (Fig. 4a), and shared regulatory domains (Supp. Figs. 13–16), even when resolution is reduced with a 5 kb window (see Methods). The smaller fragment size also meant fewer fragments were affected by co-targeting bias, which provided more informative profiles in gene dense regions (Supp. Figs. 13, 16, 17). Notably, like CHi-C^22^ we could identify promoter-hubs, however we find significantly fewer constituent promoters (Fig. 4b), likely due to the removal of co-targeting bias from NuTi Capture-C analysis. Interaction calls generated using NuTi Capture-C also appeared more specific to functional elements than the broad regulatory domain calls of CHi-C (Supp. Figs. 13–29). NuTi Capture-C was more readily able to distinguish between regulatory elements, as *Dpn*II fragments are less likely to contain multiple functional elements than *Hind*III fragments (Supp. Fig. 30). Consistent with this, we found a higher level of active chromatin marks at interacting fragments identified with NuTi Capture-C (Fig. 4c). Finally we compared the types of annotated elements identified within interacting fragments. Given the high degree of co-capture bias observed with CHi-C, we focused on Promoter-Enhancer and Promoter-CTCF interactions. While both methods enriched for active enhancers, the extent of enrichment was greater in NuTi Capture-C (Fig. 4d). Therefore, NuTi Capture-C provides a technological advance for the generation of targeted genome-wide interaction maps and for interrogation of the organization of *cis-*regulatory elements.

**Fig. 4:**
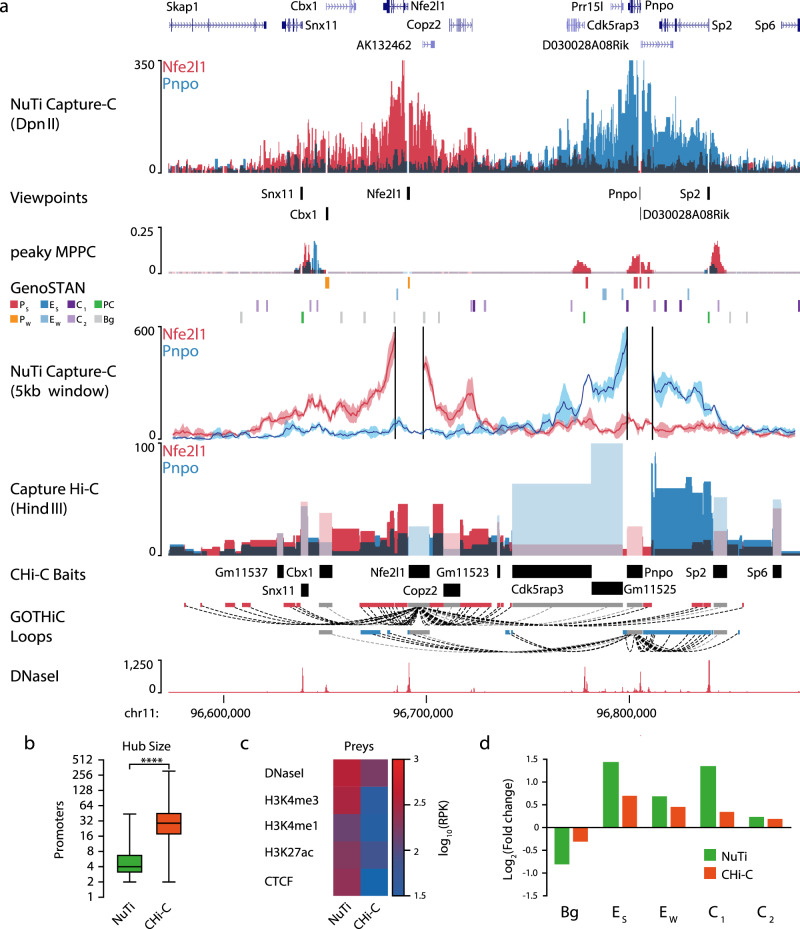
Comparison of capture resolution at the *Nfe2l1* and *Pnpo* promoters. **a** Sequence tracks showing the difference between high-resolution 3C (*Dpn*II, NuTi Capture-C) and low-resolution 3C (*Hind*III, Capture Hi-C) from nearby gene promoters (mm9, chr11:96,572,876-96,883,917) in erythroid cells. Tracks in order: UCSC gene annotation, *cis*-normalized mean interactions per *Dpn*II fragment using NuTi Capture-C (*n* = 3 independent 3C libraries), NuTi Capture-C viewpoints, peaky Marginal Posterior Probability of Contact (MPPC) scores with fragments with MPPC ≥ 0.01 darker, GenoSTAN open-chromatin classification, windowed mean interactions using NuTi Capture-C, total supporting reads per *Hind*III fragment with CHi-C (*n* = 2; co-targeted fragments are lighter in color), CHi-C bait fragments, loops between reported significantly interacting fragments (co-targeting loops are colored gray), erythroid tracks for open chromatin (DNaseI). Note overlapping blue and red signals appear darker in color (NuTi Capture-C, peaky MPPC, CHi-C). **b** Number of interacting promoters identified as present in promoter-hubs. ****p < 0.0001 a two-sided Mann–Whitney *U*-test. For NuTi *n* = 4339 promoter viewpoints, and for CHi-C *n* = 19,683 promoter viewpoints. Box and Whiskers show: minima 25th percentile, median, 75th percentile and maxima. **c** Average chromatin signature in mouse erythroid cells over fragments identified as being significantly interacting with promoters by NuTi Capture-C (Nu-3C) and Capture Hi-C (CHi-C). RPK: Reads per kilobase. **d** Enrichment of different classes of open-chromatin element in fragments identified as being significantly interacting with active promoters. *E*_S_: Enhancer (Strong H3K27ac), *E*_W_: Enhancer (Weak H3K27ac), C_1_: CTCF near promoter/enhancer, C_2_: CTCF, Bg: Background. Source data are available in the Source Data file.

### Enhancers predominantly co-locate upstream or downstream of cognate promoters

To further explore how specific promoter interactions found in ter119^+^ erythroid cells could regulate transcription we measured nascent gene expression in sorted cell populations throughout erythropoiesis using 4sU-seq^27^. 

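4sU-seq measures RNA made during a short labelling time: cells take up 4-thiouridine (4sU), a uridine analogue that is built into RNA as it is transcribed, and the labelled RNA is then coupled to biotin, purified from total RNA and sequenced. Fetal liver cells were sorted by their surface levels of CD71, the transferrin receptor, and Ter119, a marker of maturing erythroid cells, after cells with markers of other blood lineages had been set aside. Sorted cells were rested for 6 h and labelled with 500 µM 4sU for 45 min. The deposited count table has 18 libraries. There are 3 replicates of each of the 5 erythroid populations S0-Low, S0-Medium, S1, S2 and S3, and 3 replicates of lineage-positive (Lin+) cells, which the paper does not report. The authors assigned reads to transcripts with Kallisto and deposited a whole-number count for each gene, without normalization.

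The total count per library ranged from 9452476 to 35264717 in S0-Low (median 33587555), from 28384407 to 39515260 in S0-Medium (median 37305360) and from 27734246 to 40567976 in S1 (median 36524708). It ranged from 25303249 to 36531205 in S2 (median 25422188), from 17978747 to 32762197 in S3 (median 30056070) and from 28066003 to 39859680 in Lin+ (median 36803839). The smallest level that 3 counts can show was 0.317 CPM (counts scaled to a common library total) in the shallowest library, S0-Low replicate 3. These floors cover counting error only, because the libraries were amplified by PCR without molecular identifiers. Each pair of replicates of a population differed by more than counting error (chi-square per degree of freedom over genes between 79.3 and 475), as a library deposited in duplicate would not.

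From these counts, libraries were scaled by edgeR's TMM method and genes with too few counts were removed with edgeR's filterByExpr function, which left 16555 of the 54232 listed genes. Populations were compared with edgeR's quasi-likelihood test (two-sided) on the 15 erythroid libraries, with Benjamini-Hochberg adjustment. Scaling moves the fold changes between S3 and S0-Low: the TMM factors were 1.13, 1.23 and 1.31 for the S0-Low libraries and 0.755, 0.695 and 0.594 for the S3 libraries. The median log2 fold change of all tested genes in S3 against S0-Low was -0.54 with TMM and -1.36 when libraries were scaled by their total counts alone. In a principal component analysis of the 15 libraries, the first component held 48.1% of the variance. Along it, every S1 library lay beyond every S0-Low and S0-Medium library and every S3 library beyond every S2 library, whereas S1 and S2 libraries overlapped. Replicate 3 lay furthest along this component within each of the 5 populations.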

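Transcripts of a sorting marker and of stage-specific genes were followed through the 5 populations, as normalized counts (mean ± SD, n = 3 replicates). Tfrc, which encodes CD71 and lies on chromosome 16 of mm9 from 32609006 to 32632880, had 11081 ± 2347 normalized counts in S0-Low, 19938 in S0-Medium, 51533 in S1, 81544 in S2 and 201858 ± 8959 in S3. Cd34, a marker of stem and progenitor cells on chromosome 1 from 196765015 to 196787486, had 3360 ± 1067 normalized counts in S0-Low, 335 ± 331 in S0-Medium and 4.84 ± 3.86 in S1, and was at or under 3 counts in each S2 and S3 library. Kit (chromosome 5, 75970941 to 76052747) was similar in S0-Low (14804 ± 6534) and S0-Medium (13596 ± 4439), then fell to 6572 ± 1498 in S1, 2245 ± 1620 in S2 and 26.5 ± 45.8 in S3. Gata2 (chromosome 6, 88143885 to 88157024) fell from 7214 ± 1925 in S0-Low to 3768 ± 1438 in S0-Medium and 388 ± 127 in S1. Klf1 (chromosome 8, 87425827 to 87429194) rose from 4155 ± 2148 in S0-Low to 31622 ± 9772 in S3, and Alas2 (chromosome X, 146981918 to 147005181) from 145 ± 22.6 to 103511 ± 22653.

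Over 8 stem and progenitor genes (Cd34, Kit, Gata2, Flt3, Hlf, Mecom, Meis1 and Myb), the mean log2(CPM + 0.5) fell by 7.09 from S0-Low to S3 and was higher in S3 in 0 of 3 same-numbered pairs. The difference had a two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow. With the replicate number as a block, chosen for gene groups after seeing the data, it had an exact sign-flip p = 0.25, the smallest that 3 pairs allow. As a check of the pairing, deviations of the libraries from their population means were correlated across genes. The mean r was 0.211 between same-numbered libraries of the 5 populations, but 0.067 between those of S3 and S0-Low alone. Numbers that pair nothing would give about 0, and the value for S3 and S0-Low is near that. Values for different numbers are set by those for same numbers, since the deviations in a population sum to 0. The pseudocount moved the difference most (-8.47 with 0.1 CPM).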

Sorted populations^28–30^ included haematopoietic stem and progenitor and burst-forming unit-erythroid cells (S0-Low), early and late colony-forming unit-erythroid (CFU-E) cells (S0-Medium and S1, respectively), and maturing terminal differentiating cells (S2, S3), which are ter119 positive (Fig. 3a); S2 and S3 cells correspond to the cells in which 3C data was generated. We first examined the effect of enhancer number and distance on expression. Unsurprisingly, genes with enhancer interactions had a significantly higher mean expression than those without (Fig. 5a). This effect was enhanced by the addition of second or a third interacting enhancer, but not four or more enhancers. Next we looked at the effect of enhancer distance on gene expression, finding only a weak positive correlation between enhancer proximity and gene expression (Fig. 5b).

**Fig. 5:**
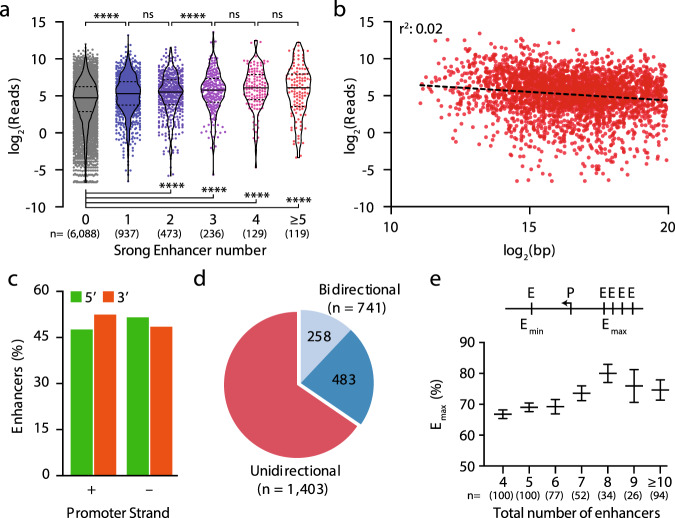
Enhancers show directional organization. **a** S3 nascent expression (4sU-seq) of genes interacting with elements identified as being strong enhancers by GenoSTAN. ****p < 0.0001, nonsignificant (ns), one-way ANOVA with Sidak’s multiple comparison tests. **b** S3 nascent expression of genes plotted against closest enhancer element. Line shows linear regression, *r*^2^ values is for Pearson correlation (*r* = −0.146, *p* < 0.0001). **c** Distribution of enhancer location (5’ or 3’) based on promoter strand (+ or –). **d** Number of promoters with multiple enhancers where the enhancers are all upstream or downstream (unidirectional: co-location) or a mixture of upstream and downstream (bidirectional). Bidirectional promoters with two or three enhancers (*n* = 258) are distinguished from those with four or more enhancers (*n* = 483) by light and dark blue, respectively. **e** Percent of enhancers on the side with the most enhancers (*E*_max_) at bidirectionally interacting promoters. Bars show standard error of the mean. *n* = number of promoters. Source data are available in the Source Data file.

It has been known for sometime that CTCF orientation is important for boundary function^31^, whereas promoters and enhancers have historically been considered orientation-independent. As such, we were interested to use high-resolution 3C to explore the location of interacting enhancers relative to their cognate promoter. We first determined that interacting elements were equally distributed upstream and downstream of promoters, consistent with orientation independence (Fig. 5c). We identified 2144 promoters that interacted with multiple enhancers. Interestingly for 65.4% (*n* = 1403) of these, all of the interacting enhancers clustered in a single direction, with all enhancers either upstream or downstream of the promoter. Where promoters lay between numerous interacting enhancers (*n* ≥ 4), we observed a strong bias for the majority of the enhancers to cluster in a single direction (Fig. 5d, e). Specifically, at 71.4% of promoters (*n* = 345/483) there were at least two more enhancers in one direction than the other. This pervasively directional organization may suggest an evolutionary selection for the grouping of enhancers.

Recent work has highlighted that some promoters may serve enhancer functions^32,33^, so we were interested to explore the relationship between promoter–promoter interactions and expression. Hidden Markov modeling (GenoSTAN^26^) of ChIP-seq signals in ter119^+^ cells (Supp. Fig. 12) identified three classes of promoter distinguished by H3K27ac level and CTCF binding (*P*_W_: Weak H3K27ac, *P*_S_: Strong H3K27ac, PC: CTCF Present). In S3 maturing terminal differentiating cells, genes with a *P*_S_ annotation had significantly higher expression than both *P*_W_ and PC-associated genes (Fig. 6a). When we compared the types and number of elements each class of promoter interacted with, *P*_S_ genes had more interactions with every other element class than *P*_W_ genes on average. This was particularly true for interaction with other promoters (Fig. 6b). Despite recent reports of enhancer-like promoters^32,33^, and in contrast to the additivity of enhancers, there was no difference in mean expression associated with increasing numbers of promoter–promoter contacts (Fig. 6c and Supp. Fig. 31). Therefore, the majority of promoter–promoter interactions may simply reflect presence of genes in transcription hubs or phase-separated bodies^34^ rather than functional co-regulation or synergy.

**Fig. 6:**
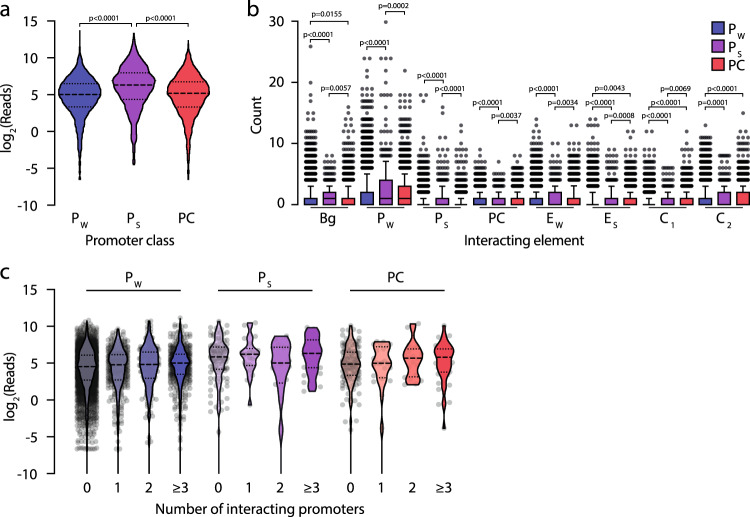
Promoter-hubs do not show synergy. **a** 4sU-seq measured expression of genes with promoters classified by GenoSTAN as having weak H3K27ac (*P*_W_), strong H3K27ac (*P*_S_), or a CTCF (PC). **b** Boxplots of interacting elements for each promoter class show 10th percentile (lower whister), 25th percentile, median, 75th percentile and 90th percentile (upper whisker). For **a** and **b**, *p*-values are for a two-sided Kruskal–Wallis test with Dunn’s multiple test correction. *n* = 5498 *P*_W_, 403 *P*_S_, and 1905 PC promoter viewpoints. **c** Expression of genes that do not interact with enhancers grouped according to the number of promoters that they interact with. An equivalent analysis for genes that interact with enhancers is in Supp. Fig. 31. Source data are available in the Source Data file.

### Super-enhancer interaction alone does not drive tissue-specific expression

Super-enhancers have been identified as enhancers or clusters of enhancers (considered collectively), which have the highest occupancy of Med1 and H3K27ac^35,36^. It has been proposed that super-enhancers have a key role in controlling tissue-specific pathways and mammalian cell identity. Using our genome-wide high-resolution interaction calls, we identified 226 genes that interacted with 82/95 mature erythroid super-enhancers^19^. On average, mature erythroid super-enhancers interacted with more genes than other enhancers, and the promoters of these genes had higher levels of the active transcription mark, H3K27ac (Fig. 7a, b). However, the highest-ranking genes did not exclusively interact with super-enhancers, indicating that it is unlikely that super-enhancers are the only drivers of high-level transcription.

**Fig. 7:**
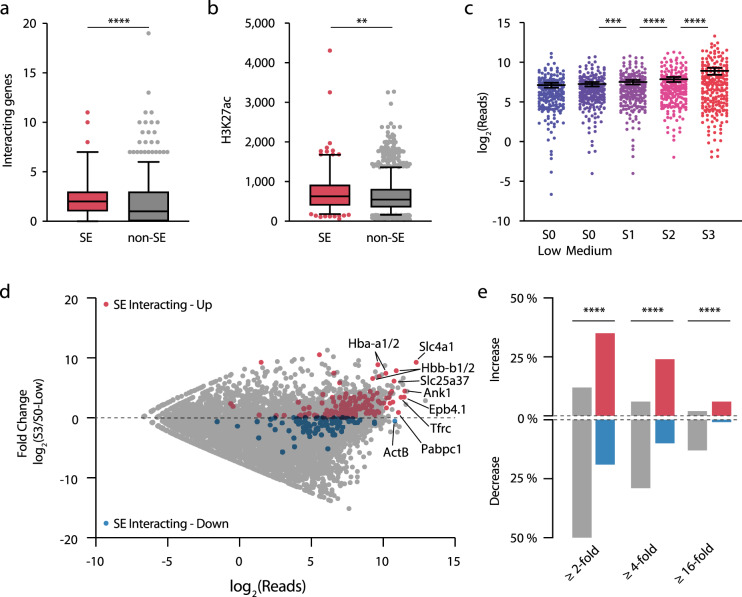
Super-enhancers interact with a diverse set of genes. **a** Intersection of mature erythroid super-enhancers (SE, *n* = 95) and non-super-enhancers (non-SE, *n* = 1172) with significant interacting fragments (MPPC ≥ 0.01) identified interacting genes. **b** Level of H3K27ac (fragment per kilobase per million mapped reads) over the promoters of significantly interacting genes interacting with SE (*n* = 226) and non-SE (*n* = 2042). For **a** and **b**, boxplots whiskers show 5–95 percentile and box shows 25th and 75th percentiles with the median, **p = 0.005, ****p < 0.0001 for a two-sided Mann–Whitney *U*-test. **c** Mean nascent expression for SE-interacting genes (*n* = 226 genes, each dot is the mean of three biological replicates) throughout erythroid differentiation was determined using 4sU-seq in haematopoietic stem and progenitor and burst-forming unit-erythroid cells (S0-Low), early and late colony-forming unit-erythroid cells (S0-medium and S1, respectively), and maturing terminal differentiating cells (S2, S3). Error bars show mean with 95% confidence interval. ***p = 0.0005, ****p < 0.0001 one-way ANOVA with Sidak’s multiple comparison test. **d** MA plot of expression in S0-Low and S3 cells with SE-interacting genes highlighted. **e** Percentage of total genes and SE-interacting genes with increased or decreased expression throughout differentiation. ****p < 0.0001 Chi-squared test (d.f. = 3). Source data are available in the Source Data file.

Collectively, genes that interacted with erythroid super-enhancers increased in transcription throughout differentiation, with a significant increase in mean expression between each stage (Fig. 7c). 

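Of the super-enhancer-interacting genes, the 11 that Fig. 7d labels were examined, and the others were not analysed here. Fig. 7d plots these same S0-Low and S3 data, and the paper's text gives no rule for its labels. The values below therefore describe the labelled genes and do not test the trend over the full set. These are Hba-a1, Hba-a2, Hbb-b1, Hbb-b2, Slc4a1, Slc25a37, Ank1, Epb41, Tfrc, Pabpc1 and Actb. Their mean log2(CPM + 0.5) was 6.08 ± 0.50 (SD, n = 3 replicates) in S0-Low, 7.35 ± 0.48 in S0-Medium, 8.80 ± 0.53 in S1, 9.94 ± 0.41 in S2 and 12.16 ± 0.27 in S3. The mean rose by 1.27 from S0-Low to S0-Medium, 1.45 from S0-Medium to S1, 1.14 from S1 to S2 and 2.22 from S2 to S3, and each rise was seen in 3 of 3 same-numbered pairs. Each step had a two-sided exact permutation p = 0.1, which is the smallest possible with 3 libraries per population. With the replicate number as a block, chosen after seeing the data, each step had an exact sign-flip p = 0.25, again the smallest possible. The mean correlation of deviations between same-numbered libraries was 0.276, 0.407, 0.341 and 0.181 for the 4 steps. Leaving out the 4 adult globin genes moved the first 3 steps most, to rises of 0.80, 1.12 and 0.81 over the remaining 7 genes, and scaling by library totals, also chosen after seeing the data, moved the last step most, to 1.71.

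Taken one by one, 10 of the 11 genes had a higher mean at every step, and Actb at 3 of the 4. When libraries were scaled by their totals, chosen for these steps after seeing the data, 9 of the 11 had a positive log2 fold change at every step, Pabpc1 at 1 of the 4 and Actb at 0. In edgeR's quasi-likelihood test of single genes, 7 of the 11 were higher in S0-Medium than in S0-Low, 7 in S1 than in S0-Medium, 3 in S2 than in S1 and 10 in S3 than in S2, with Benjamini-Hochberg adjustment over the 11 genes alone. Adjusted over all 16555 tested genes, 0, 0, 0 and 10 were higher, against 7, 8, 7 and 10 at an unadjusted p under 0.05. With the replicate block, chosen for single genes at these steps after seeing the data, 8, 8, 9 and 11 genes were higher when adjusted over the 11 genes, and 1, 4, 0 and 10 when adjusted over all genes. Scaled by library totals in the same way, 7, 6, 0 and 10 were higher when adjusted over the 11 genes, and 0, 0, 0 and 7 when adjusted over all genes. Reads of the adult globin genes could be split between near-identical copies in the authors' counting: 72.5% of the 31-base stretches of Hba-a1 transcripts also occur in another adult globin transcript, as do 91.0% for Hba-a2, 50.3% for Hbb-b1 and 59.4% for Hbb-b2. The value of each globin gene is uncertain for that reason.

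**Figure D1:**
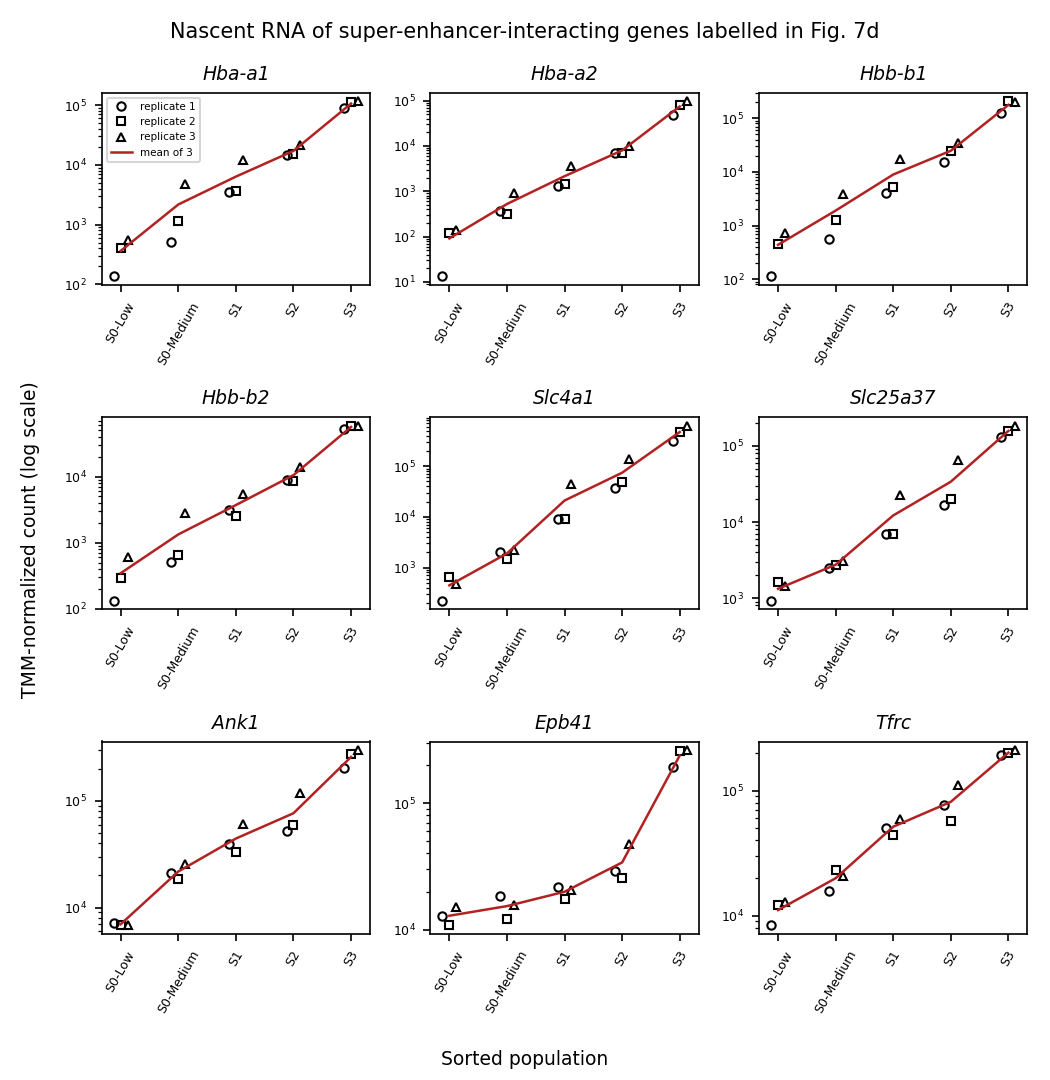
Normalized counts (log axis) of 9 labelled super-enhancer-interacting genes in S0-Low, S0-Medium, S1, S2 and S3 cells, with a point for each of 3 replicates and a line through the population means. The mean of each gene is higher at each step, and Slc4a1 covers the widest range, from 446 to 472379 normalized counts.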

To identify genes exhibiting high-levels of tissue-specific gene expression in mature erythroid cells we compared expression in S0-low and S3 cells. 

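Between S0-Low and S3, 2220 of 16555 tested genes were higher in S3 and 3712 were lower, at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment, 15 libraries). Lower genes made up 62.6% of the changed genes. Scaling by library totals gave 1156 higher and 6228 lower genes (84.3% lower), the largest move in the number of higher genes. Testing only the 7873 genes with at least 10 counts in every compared library gave 1512 higher and 1522 lower genes, and this filter also leaves out genes that fell to near 0 in S3. With the replicate number as a block, 2640 genes were higher and 4374 lower, of which 2174 and 3578 were among those called without it. Same-numbered S3 and S0-Low libraries deviated from their population means with a mean correlation of 0.067 across genes. With each S3 or S0-Low replicate left out in turn, 1558 to 2170 genes were higher and 2604 to 3837 lower.

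Of the 4 steps between populations, the last gave 1548 changed genes. Between S2 and S3, 540 genes were higher and 1008 lower (1208 and 1866 with the block), and scaling by library totals raised the share of lower genes there from 65.1% to 88.7%. No gene passed between S0-Low and S0-Medium, S0-Medium and S1, or S1 and S2 (0 genes each). At an unadjusted p under 0.05, 295 genes were higher and 244 lower in S0-Medium than in S0-Low, 278 and 857 in S1 than in S0-Medium, and 166 and 501 in S2 than in S1. At an adjusted p under 0.05, the replicate block gave 23, 57 and 0 genes for these 3 steps. DESeq2 gave 47, 401 and 148, and edgeR without its filter gave 53, 327 and 77. RLE factors, library totals and at least 10 counts in every compared library gave 0 at each step. Whether any gene passes there depends on these choices.

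Of the genes that passed, changed the same way in 3 of 3 same-numbered pairs and had a mean of at least 100 normalized counts in the higher population, 2087 were higher in S3 and 2863 lower. The 5 largest rises by edgeR's log2 fold change were all from 0 counts in the S0-Low libraries, so their order rests on edgeR's estimates. The folds given are ratios of the mean to a floor of 3 counts, and are lower bounds for counting error only. At equal library totals, S0-Low replicate 3 had 0 counts for 1.99% of genes with at least 50 counts in both other replicates. The value was 1.31% in S3 replicate 1 and 1.06% in S3 replicate 3, but 0% in the other S0-Low and S3 libraries. A 0 in such a library can therefore stand for a level above 3 counts. Slc4a1, with counts in S0-Low, had a ratio of means of 1059, above 4 of these 5 bounds. Slc2a4, which encodes a glucose transporter and lies on chromosome 11 of mm9 from 69756045 to 69761690, reached 5106 ± 3172 (SD, n = 3) normalized counts in S3 and was at least 1256-fold higher (adjusted p = 0.000215). Artn (chromosome 4, 117598767 to 117602368) was at least 828-fold higher (adjusted p = 4.5e-05). An unnamed gene, listed as ENSMUSG00000115345, was at least 683-fold higher, Gm14862 (chromosome X, 8828054 to 8834025) at least 578-fold and Cxcr7 (chromosome 1, 92100555 to 92113326) at least 469-fold. The 5 largest falls by the same estimates ended at 0 counts in the S3 libraries, so the same holds for them. Rin3 (chromosome 12, 103521258 to 103629065) had 5362 ± 1309 normalized counts in S0-Low and was at least 992-fold lower in S3 (adjusted p = 4.8e-05). Coro1a (chromosome 7, 133843287 to 133851301) was at least 953-fold lower, Fmnl1 (chromosome 11, 103032421 to 103060215) at least 831-fold, Ptprc (chromosome 1, 139959438 to 140071882), which encodes the leukocyte antigen CD45, at least 733-fold and Mycn (chromosome 12, 12942902 to 12948720) at least 657-fold.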

Erythroid super-enhancer-interacting genes were significantly enriched for genes showing increased expression, with almost one quarter showing at least a four-fold increase in transcription throughout differentiation (Fig. 7d, e) and 49.7% (*n* = 113) having significantly increased expression (DESeq2 *q* < 0.05). 

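Of the 11 labelled super-enhancer-interacting genes, 10 were at least 2-fold higher in S3 than in S0-Low, and 9 of these were at least 4-fold and at least 16-fold higher, by the ratio of mean normalized counts. Because the paper labelled them on a plot of these data, their share does not estimate that of the full set. By edgeR's log2 fold change the numbers were the same with TMM, and with library totals 9, 9 and 7 genes were at least 2-fold, 4-fold and 16-fold higher. The 10 genes at least 2-fold higher with TMM passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 11 genes alone and over all tested genes, with and without the replicate block (pairing correlation as given for S3 and S0-Low). Slc4a1, which encodes the anion exchanger band 3 and lies on chromosome 11 of mm9 from 102210138 to 102227517, had the largest change. It rose from 446 ± 215 (SD, n = 3) to 472379 ± 154160 normalized counts, a log2 fold change of 10.05 (standard error 0.92, adjusted p = 3.9e-06), which stayed between 9.67 and 10.36 with each replicate left out. Slc25a37 (mitoferrin-1; chromosome 14, 69859908 to 69903160) rose from 1324 ± 355 to 157505 ± 27105, a log2 fold change of 6.89 (standard error 0.66, adjusted p = 5.3e-06). Ank1 (chromosome 8, 24085316 to 24260969) rose from 6988 ± 169 to 258394 ± 50596, a log2 fold change of 5.21 (standard error 0.41, adjusted p = 1.4e-06). Epb41 (chromosome 4, 131479328 to 131631236) rose by 4.21 on the log2 scale and Tfrc by 4.19, each with a standard error of 0.35 and an adjusted p of 1.7e-06. The adult globin genes, whose reads could be split between copies, rose by 8.20 (Hba-a1, chromosome 11, 32183511 to 32184465), 9.71 (Hba-a2, chromosome 11, 32196489 to 32197301), 8.67 (Hbb-b1, chromosome 7, 110975048 to 110976610) and 7.36 (Hbb-b2, chromosome 7, 110961038 to 110962510), with adjusted p from 4.7e-06 to 1.9e-05. All of these rises were seen in 3 of 3 same-numbered pairs.

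Among total genes, the same ratio was taken over the 24182 genes with a count in any of the 6 libraries, after adding a pseudocount of 0.01 normalized counts to each mean. It was at least 2-fold higher in S3 for 26.5% of genes, at least 4-fold higher for 18.0% and at least 16-fold higher for 10.8%. For 46.3% of genes it was at least 2-fold lower, for 37.7% at least 4-fold lower and for 29.6% at least 16-fold lower. With so small a pseudocount, a gene with few counts in 1 population and 0 in the other passes every fold. A pseudocount of 1 gave 3.48% at least 16-fold higher and 13.2% lower. Genes passing filterByExpr gave 4.40% and 22.0%. These shares vary between replicates: in the 3 same-numbered pairs taken singly, 15.8%, 24.5% and 25.0% of genes were at least 2-fold higher and 46.5%, 39.6% and 27.9% at least 2-fold lower. Counting every gene listed, expressed or not, moved the share at least 2-fold higher most, to 11.8%. A pseudocount of 0.01 CPM with library totals and filterByExpr, chosen after seeing the data, moved the shares at least 4-fold and 16-fold higher most, to 7.75% and 2.82%. The paper sets the super-enhancer-interacting genes beside total genes in Fig. 7d, e. From the distribution of the 2 groups over classes of increased and decreased expression (chi-squared test), the paper concludes that genes that interact with erythroid super-enhancers are enriched for increased expression.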

Despite this, several ubiquitously expressed house-keeping genes (e.g., *ActB* and *Pabpc1*) also interacted with mature erythroid super-enhancers. 

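Actb, which encodes beta-actin and lies on chromosome 5 of mm9 from 143664794 to 143668433, had at least 15633 counts in each of the 18 libraries. Pabpc1, which encodes a poly(A)-binding protein and lies on chromosome 15 from 36525416 to 36538728, had at least 11717. Pabpc1 was level across the first 4 populations, with 40631 ± 10399 (SD, n = 3) normalized counts in S0-Low, 40891 ± 8017 in S0-Medium, 44944 ± 11106 in S1 and 46946 ± 10880 in S2. In S3 it was 126867 ± 39066, a log2 fold change of 1.43 from S2 (standard error 0.34, adjusted p = 0.0165) and of 1.64 from S0-Low (standard error 0.34, adjusted p = 0.00195, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise from S0-Low was seen in 3 of 3 same-numbered pairs and stayed between 1.41 and 1.86 with each replicate left out. With the replicate block, paired as in the comparison of all genes, it was 1.68 (standard error 0.30, adjusted p = 0.000578). Scaling by library totals gave the smallest value, 0.78 (adjusted p = 0.0407), and adjusted p ranged from 3.1e-05 to 0.0407 over the alternatives. In Lin+ cells, normalized among all 18 libraries, Pabpc1 had 36317 ± 12055 normalized counts against 42803 ± 10998 in S0-Low (log2 fold change -0.24, adjusted p = 0.973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Actb had 111868 ± 30052 against 60101 ± 16748 (log2 fold change 0.90, adjusted p = 0.225 from the same test). Of 2 settings chosen for this comparison after seeing the data, the replicate block gave a log2 fold change of 0.90 for Actb with an adjusted p of 0.0270, which passes the threshold, and -0.24 for Pabpc1 (adjusted p = 0.828). Library totals gave 0.85 (adjusted p = 0.194) and -0.30 (adjusted p = 0.899). Deviations of same-numbered Lin+ and S0-Low libraries correlated at a mean r of 0.119. Adjusted over the 11 labelled genes alone, Actb passed with and without the block.

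**Figure D2:**
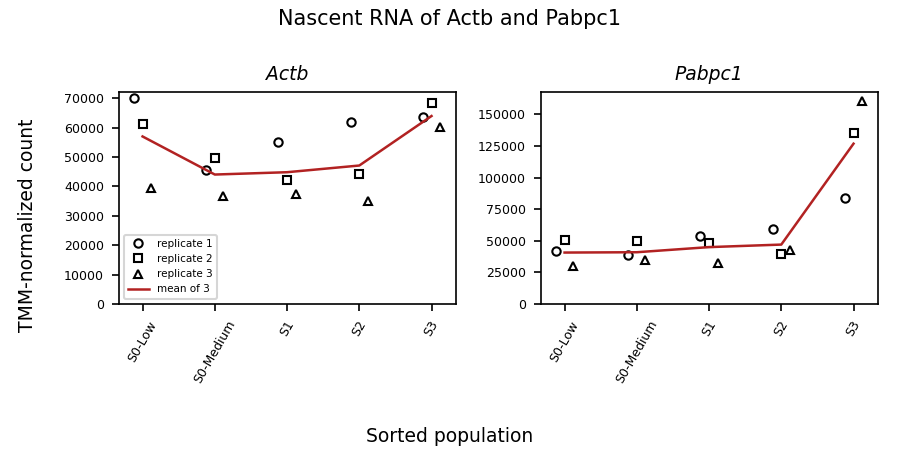
Normalized counts (linear axis from 0) of Actb and Pabpc1 in S0-Low, S0-Medium, S1, S2 and S3 cells, with a point for each of 3 replicates and a line through the population means. Pabpc1 rises between S2 (46946) and S3 (126867), and the Actb replicates of S0-Low and S3 overlap.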

Notably, *ActB* expression did not increase throughout differentiation (Fig. 7 and Supp. Fig. 32) and 21 super-enhancer-interacting genes had significantly decreased expression. 

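Actb had 57052 ± 15851 (SD, n = 3) normalized counts in S0-Low, 44075 ± 6617 in S0-Medium, 44867 ± 9107 in S1, 47146 ± 13648 in S2 and 64020 ± 4106 in S3. Its log2 fold change in S3 against S0-Low was 0.17 (standard error 0.31, adjusted p = 0.693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in S3 in 2 of 3 same-numbered pairs. The difference was smaller than the spread between replicates. With the replicate block, paired as in the comparison of all genes, the log2 fold change was 0.21 (standard error 0.21, adjusted p = 0.434). The sign changed when libraries were scaled by their totals (-0.65, standard error 0.29, adjusted p = 0.0742, and passing as lower in S3 when adjusted over the 11 labelled genes alone) and when S0-Low replicate 3, the shallowest library, was left out (-0.094). Adjusted p ranged from 0.0742 to 0.897 over the alternatives. Between successive populations, the log2 fold change of Actb was -0.37 from S0-Low to S0-Medium, 0.026 from S0-Medium to S1, 0.071 from S1 to S2 and 0.44 from S2 to S3 (adjusted p = 0.375 for the last). For the last step, library totals reversed the sign (-0.067, adjusted p = 0.913) and the replicate block gave 0.48 (adjusted p = 0.127), both chosen for this step after seeing the data. With the block, Actb passed as higher in S3 than in S2 when adjusted over the 11 labelled genes alone.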

To characterize the expression of super-enhancer target genes we used hierarchical clustering (Fig. 8a, b). We identified seven gene expression profiles, four of which had increased expression at terminal erythropoiesis (68.6% of genes), and three clusters with stable, decreasing or low level expression (31.4% of genes). All 82 super-enhancers interacted with at least one gene in an increased expression cluster, while 43 also interacted with a gene with stable or decreasing expression (Fig. 8c). Therefore, super-enhancers interact with a diverse set of both tissue-specific and constitutively expressed genes, but interaction alone does not drive tissue-specific expression. This result is consistent with numerous studies in *Drosophila* showing that some level of functional compatibility is required between an enhancer and its cognate promoter^37–40^; a lack of compatibility may protect genes from the effects of super-enhancers.

**Fig. 8:**
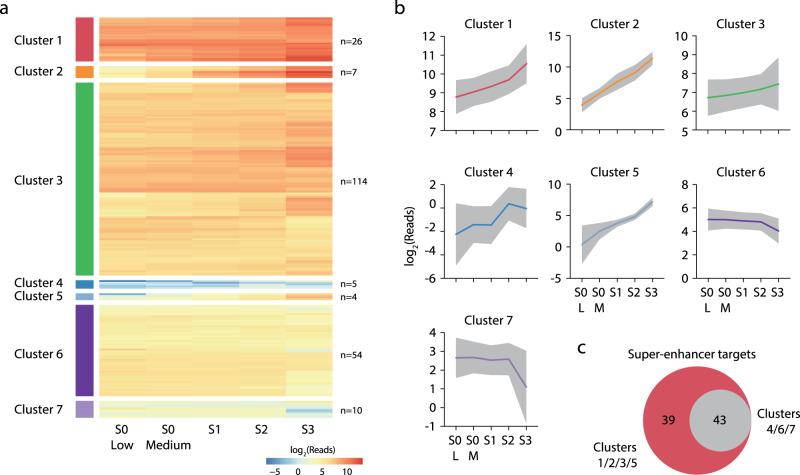
Temporal expression profiles of super-enhancer-interacting genes. **a** Heirachical clustering of nascent 4sU RNA-seq in haematopoietic stem and progenitor and burst-forming unit-erythroid cells (S0-Low), early and late colony-forming unit-erythroid cells (S0-medium and S1, respectively), and maturing terminal differentiating cells (S2, S3). **b** Mean expression of genes in each cluster, gray shading denotes one standard deviation. **c** Number of super-enhancers that interact with increasing expression clusters (1,2,3,5) or low expression and stable/decreasing clusters (4,6,7). Source data are available in the Source Data file.

## Discussion

Chromosome conformation capture is a powerful tool for the study of DNA folding within the nucleus. NG Capture-C has been applied to numerous biological questions, including enhancer characterization and super-enhancer dissection^19,41–44^, understanding the dynamics of Polycomb Bodies^45,46^ and X-chromosome inactivation^47,48^, characterizing CTCF boundaries^24,49,50^, and mapping the effector genes for polygenic human traits^51,52^. Despite their widespread applicability, the sequencing needs and cost of high-resolution methods have limited their use in large-scale experiments. To this end we have improved the scale upon which the Capture-C method can be employed. Our results show that efficiency gains can be made in both 3C library generation and in targeted enrichment. We have combined these technical improvements as NuTi Capture-C. Using NuTi Capture-C we generated high-resolution 3C interaction maps for over 8000 genes in triplicate from erythroid cells, the results of which are available online as a resource for red cell and genome biology researchers. Demonstrating that with thoughtful optimization of every stage of the process, the sensitive and versatile high-resolution 3C methods can be taken to a genome-wide scale.

In optimizing the production of 3C libraries, we found that the soluble and nuclear fractions of in situ 3C libraries have vastly different proximity signals and information content. Many statistical methods, including CHiCAGO^53^, peakC^54^, r3C-seq^55^, FourCSeq^56^ and peaky^25^, model this proximity decay curve to identify significant interactions. Our finding that the decay curve can be altered by technical fluctuation will be of particular concern when using these methods, especially when comparing different cell types, which may respond differently to fixation, lysis, digestion and ligation. Our solution to this was to isolate intact nuclei after ligation. This optimization also reduced the amount of noise from inter-nuclear ligation 3.3-fold, the majority of which would be reported as *trans* interactions. This generally applicable protocol adaptation would, therefore, likely improve any 3C method, leading to more reliable interaction calling, particularly as *trans* gene regulation through interaction has recently emerged as important for control of olfactory receptor genes^13^.

We have also robustly tested the effect of probe length, concentration, and pool composition for 3C enrichment. Shortening the length of probes delivered a predictable yield in higher informative sequencing content, with a concurrent risk of reduced specificity, whereas titrating the amount of probe increased the specificity of sequencing. The combination of nuclear isolation and probe titration has immediate and synergistic benefits, making possible very-large-scale 3C capture designs. One consideration when targeting multiple viewpoints is: would the same result be returned by targeting each viewpoint independently, or does co-enrichment skew the underlying interaction frequencies? Through modeling and experimental approaches, we show that co-enrichment in 3C methodologies does introduce significant amounts of bias. Disconcertingly, we find that the bias introduced by co-targeting is non-linear, and affected by both the relative efficiency of viewpoint enrichment and their true interaction frequency. Controlling for this bias is essential to avoid misleading results, such as a likely overinflated previous report of 250 significant promoter–promoter interactions per targeted promoter^22^. For biotinylated oligonucleotide capture, used in Capture-C and Capture Hi-C, co-targeting sites are specific and known. Therefore, bias can be avoided in these methods by using high-resolution enzymes, and masking interaction counts between co-targeted fragments. Bias introduced from methods where the target sites are not precisely defined, e.g., immunoprecipitation for ChIA-PET/HiChIP/ChIA-Drop^15–17^ and RNA purification enrichment for HiChIRP^18^, is considerably more complex and at present no such correction for co-enrichment skew is used in these methods. Our findings indicate that to accurately adjust for bias in these methods, researchers must determine the underlying interaction frequency, and the efficiency of targeting at each site. Realistically this could only be done by performing independent 3C (e.g., Hi-C) and enrichment (e.g., ChIP-seq) experiments prior to performing a now moot fusion experiment.

The technical advancements provided by NuTi Capture-C have allowed us to explore the organization of regulatory elements at a resolution and scale not reported before. Our results indicate that although the genome has 3D structure within the nucleus, linear arrangement may play an important role in gene expression. Our finding of a correlation between enhancer distance and expression is consistent with the loop-extrusion model of genome folding^57^ as proximal elements will be brought together more frequently by an extruding mechanism. A unidirectional extrusion model may also be responsible for the prevalent co-location of enhancers either upstream or downstream of promoters, an evolutionary force that may have driven the formation of super-enhancers. The finding that interacting with more than three enhancers provided little additional increase in expression may also provide insights into super-enhancers. Although it is clear at least some constituent parts of super-enhancers act in a simple additive manner^19^, this result suggests additivity is not the entire picture, and may be consistent with enhancers having distinct mechanistic roles or heirachy^58,59^. Therefore, high levels of transcription driven by multiple enhancers, and/or the effect of super-enhancers could be as a result of combining multiple enhancer functions. Interestingly, though not surprisingly, we also found that interaction with a tissue-specific super-enhancer is insufficient to drive a tissue-specific expression pattern. For example, the promoter of *Nprl3* lies adjacent to and interacts with the *α*-globin super-enhancer yet does not respond in the same tissue-specific manner^19^. It is likely that promoter-specific elements make them receptive to, and facilitate regulation by super-enhancers.

In this paper we have presented NuTi Capture-C, which provides an improved method for targeted high-resolution 3C experiments, used this method to develop a resource for the studying erythroid genetics, and explored at high-resolution the aspects of genome organization that control gene expression. The NuTi Capture-C protocol can be applied from a single locus up to the genome-wide scale, and as with the current Capture-C protocol is applicable to small cell number samples^9^. Additionally, individual developments that form part of the protocol address common steps in many 3C protocols and so could be implemented to improve the quality and reproducibility of other 3C techniques. Using this method, we expect researchers will be able to provide more reliable insights into biology while studying genome organization throughout growth, development, and in disease.

## Methods

### Cell culture and fixation

Protocols were approved through the Oxford University Local Ethical Review process. Experimental procedures were performed in accordance with European Union Directive 2010/63/EU and/or the UK Animals (Scientific Procedures) Act, 1986 under project licence 30/3339. All animals were singly housed, provided with food and water ad libitum, and maintained on a 12 h light: 12 h dark cycle (150–200 lux cool white LED light, measured at the cage floor), temperature: 21 °C +/−3 °C, humidity: 55 +/− 10%. Murine erythroid cells were obtained from spleens of C57BL/6 or C57BL/6-cross-CBA/J F1 hybrid mice treated with phenylhydrazine (40 mg/g body weight per dose, with three doses given 12 h apart; mice were killed on day 5). Spleens, consisting of >80% CD71^+^ ter119^+^ erythroid cells due to hemolytic anemia, were dissociated in Phosphate buffered solution (PBS) and strained through a 30 µM filter (Miltenyi Biotec) to remove clumps. For ter119^+^ selection, 3 × 10^8^ cells were resuspended in 3 mL of FACS buffer (PBS with 10% FBS) and stained with 0.9 µg anti-ter119-PE (130-102-338; Miltenyi Biotec). Stained cells were conjugated to anti-PE microbeads (130-048-801; Miltenyi Biotec) and passed through three LS Columns (Miltenyi Biotec). Mouse embryonic stem cells (ESC) from the feeder free line ES-E14TGA2a.IV (Strain 129/Ola) were grown on 0.1% gelatin (BHK-21 Glasgow Minimal Essential Medium (MEM) [21710025; Invitrogen], 10% Fetal bovine serum (FBS) [10270106; Invitrogen], 2 mM glutamine [25030024; Invitrogen], 100 U/mL Penicillin–Streptomycin [15140122; Invitrogen], 1 mM sodium pyruvate [11360039; Invitrogen], 1× MEM non-essential amino acids [11140035; Invitrogen], 0.1 mM 2-mercaptoethanol [31350010; Invitrogen], 1000 U/mL Leukemia Inhibition Factor) and resuspended with 0.05% trypsin for 5 min 37 °C before washing with PBS. Human erythroid cells were generated from CD34+ cells as described^51,60^ with ethics approval (MREC 03/08/097) and stored according to HTA guidelines (License 12433). Mouse erythroid and ESC were resuspended in RPMI (11875093; Invitrogen) with 15% FBS for fixation. Human erythroid cells were fixed in growth media. For all cell types, cells were resuspended at 1–2 × 10^6^ cells per mL and fixed at room temperature with 2% v/v formaldehyde for 10 min. Fixation was quenched with 120 mM glycine. Cells were washed with ice cold PBS before 3C library preparation.

### In situ 3C library preparation

In situ 3C libraries were prepared as previously described^8^; following fixation cells were lysed on ice in 5 mL lysis buffer (10 mM Tris-HCl, pH 8, 10 mM NaCl, 0.2% Igepal NP-40 (Sigma), 1× complete protease inhibitor (Roche) then pelleted by centrifugation (15 min, 4 °C, 1200 rcf). Lysis buffer was discarded and the pellet was resuspended in 1 mL lysis before snap freezing and storage at −20 °C for up to 12 months. For digestion, up to 2 × 10^7^ lysed cells were defrosted, pelleted (15 min, 4 °C, 1200 rcf) then resuspended in 650 µL 1× *Dpn*II buffer. Resuspended pellets were distributed into three digestion aliquots (200 µL each) and one digestion control (50 µL). Aliquots were then permeabilized with 0.28% sodium dodecyl sulfate (SDS); digestions (200 µL nuclei, 60 µL 10× *Dpn*II buffer, 434 mL PCR grade water, 10 µL 20% vol/vol SDS) undigested control (15 µL nuclei, 28.5 µL 10× *Dpn*II buffer, 227.5 mL PCR grade water, 4 µL 20% vol/vol SDS) for 1 h at 37 °C on a thermomixer (500 rpm). SDS was quenched into micelles for 1 h by addition of 20% Triton-X (1.67% final concentration, 66 µL for digest and 25 µL for the undigested control). *Dpn*II was added to digests in three aliquots of 10 µL (500 U) spaced several hours apart for a total digest time of 16–24 h at 37 °C. *Dpn*II was neutralized by incubation at 65 °C for 15 min and then immediate transfer to ice to reduce potential for de-crosslinking. One-hundred microliters was removed from each digestion reaction and combined as an un-ligated control. Controls were de-crosslinked, Proteinase-K treated, RNAse A treated, and phenol chloroform extracted as described for Nuclear 3C below. Crosslinked digested DNA was re-ligated by addition of 240 U T7 ligase to each reaction (500 mL PCR grade water, 134 mL 10× ligation buffer, 8 µL ligase) and incubated overnight at 16 °C on a thermomixer (500 rpm). De-crosslinked was performed overnight at 65 °C with 5 µL Proteinase-K (3 U). RNA was removed by treatment with 5 µL RNAse A (7.5 mU) for 30 min at 37 °C. DNA was extracted by addition of 4 mL phenol–chloroform–isoamylalcohol with thorough vortexing before centrifugation (10 min, 4200 rcf, room temp). The upper layer was transferred to a new tube and combined with 3.6 mL of chloroform, which was vortexed and centrifuged (10 min, 4200 rcf, room temp). DNA precipitated overnight at −20 °C by combinging the top layer with ethanol (7 mL water, 1 mL 3 M sodium acetate, 35 mL 100% ethanol). DNA was pelleted by centrifugation (30 min, 4200 rcf, 4 °C) and washed twice with 70% ice cold ethanol before resuspension in 300 µL water (30 µL for controls).

### Nuclear 3C library preparation

A full step-by-step method for NuTi Capture-C can be found on Protocol Exchange^61^. For Nu-3C, cells were lysed on ice in 5 mL lysis buffer then pelleted by centrifugation (15 min, 4 °C, 500 rcf). Lysis buffer was discarded and nuclei were resuspended in 1 mL PBS before snap freezing and storage at −20 °C for up to 12 months. For digestion, up to 5 × 10^6^ nuclei were defrosted, pelleted (15 min, 4 °C, 500 rcf) then resuspended in 215 µL 1× *Dpn*II buffer. Nuclei were then permeabilized with 0.28% SDS in a single reaction (200 µL nuclei, 60 µL 10× *Dpn*II buffer, 434 mL PCR grade water, 10 µL 20% vol/vol SDS) and one undigested control (15 µL nuclei, 28.5 µL 10× *Dpn*II buffer, 227.5 mL PCR grade water, 4 µL 20% vol/vol SDS) for 1 h at 37 °C on a thermomixer (500 rpm). SDS was quenched into micelles for 1 h by addition of 20% Triton-X (1.67% final concentration, 66 µL for digest and 25 µL for the undigested control). *Dpn*II was added to digests in three aliquots of 10 µL (500 U) spaced several hours apart for a total digest time of 16–24 h at 37 °C. *Dpn*II was neutralized by incubation at 65 °C for 15 min and then immediate transfer to ice to reduce potential for de-crosslinking. One-hundred microliters was removed from the digestion reaction and combined with 200 µL PCR grade water as an un-ligated control. Controls were de-crosslinked, Proteinase-K treated, RNAse A treated, and phenol chloroform extracted as described below. Crosslinked digested DNA was re-ligated by addition of 240 U T7 ligase (500 mL PCR grade water, 134 mL 10× ligation buffer, 8 µL ligase) and incubated overnight at 16 °C on a thermomixer (500 rpm). Following ligation, nuclei were isolated by centrifugation (15 min, 4 °C, 500 rcf), and the supernatant containing both freed DNA and the high levels of DTT from the ligation buffer, discarded. Nuclei were resuspended in 300 µL of TRIS-EDTA and de-crosslinked overnight at 65 °C with 5 µL Proteinase-K (3 U). RNA was removed by treatment with 5 µL RNAse A (7.5 mU) for 30 min at 37 °C. DNA was extracted by addition of 310 µL phenol–chloroform–isoamylalcohol with thorough vortexing before transfer to a phase-lock tube and centrifugation (10 min, 12,600 rcf, room temp). The upper layer was transferred to a new tube and DNA precipitated overnight at −20 °C (30 µL 3 M sodium acetate, 1 µL glycoblue, 900 µL 100% ethanol). DNA was pelleted by centrifugation (30 min, 21,000 rcf, 4 °C) and washed twice with 70% ice cold ethanol before resuspension in 150 µL water (30 µL for controls). To compare the 3C milieu with nuclear and soluble fractions, 2 × 10^6^ cells were processed following the standard in situ or Nuclear 3C method (Nu-3C, see below). Following ligation, half of the total volume (~2 mL) was removed for DNA extraction (3C milieu), the remaining volume was centrifuged (15 min, 15,000 rcf) and supernatant removed for DNA extraction (soluble fraction). The remaining pellet was resuspended in Tris-EDTA for DNA extraction. DNA extractions were then performed using phenol–chloroform–isoamylalcohol and ethanol precipitation.

### 3C library indexing

3C samples and controls were quantified using Qubit (Invitrogen), run on a 1% agarose gel and tested by qPCR with KAPA SYBR Fast (Sigma) to determine library quality. qPCR primers are in Supplementary Data 1. Only libraries with a digestion efficiency >70% were used for Capture-C. Libraries were either indexed with NEBNext DNA Library Prep Master Mix for Illumina (New England Biolabs) using 6 µg input 3C DNA as previously described following manusfacture’s instructions or using NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs). When using the Ultra II kit 3 µg 3C material was sonicated to 200 bp using a Covaris S220 Focused Ultrasonicator, and purified using Ampure XP SPRI beads (Beckman Coulter). DNA was eluted into 53 µL with 1 µL used for D1000 TapeStation analysis (Agilent) and 2 µL used for Qubit quantification (Invitrogen). Fifty microliters of DNA ( ≤2 µg) was then indexed with the following modifications; for the End Prep reaction, the 20 °C incubation was lengthened to 45 min, 5 µL of NEBNext Adaptor was added and incubated for 30 min at 20 °C, the USER Enzyme incubation was extended to 30 min (37 °C), and indexing was performed in two reactions with Herculase II Fusion Polymerase (Agilent) using six cycles of amplification.

### Oligonucleotide synthesis and Titrated Capture-C

Pools of biotinylated oligonucleotides (Supp. Data 2) were sourced from IDT, Sigma or synthesized in house. We synthesized biotinylated oligonucleotides on a Combimatrix CustomArray B3 DNA synthesizer (B3Synth_v25.1 software) using CustomArray 12K Blank Slides (CustomArray Inc., PN: 2000100-Oligo pool Application). Probe sequences for 8055 genes were designed to be 70 bases in length and were placed at random positions on the microarray for synthesis using Layout Designer (v4.3.1). Synthesis of oligonucleotide probe sequences occurred on individual electrodes present on the semiconductor surface of the microarray by phosphoramidite chemistry in the 3′ to 5′ direction using standard software oligonucleotide pool synthesis settings and reagents prepared according to the manufacturer’s protocols. Each sequence was synthesized in triplicate. After the synthesis of the unmodified oligonucleotide, 5′-biotin was added using a double coupling cycle with an extended 15 min coupling time. The final detritylation step was performed manually using the software by incubating the slides with TCA deblock (4 × 30 s incubations) before washing the slide with acetonitrile four times and drying under argon. Oligonucleotides were then cleaved and deprotected on a stripping clamp system provided by the manufacturer using concentrated aqueous ammonia at 65 °C for 18 h. After cooling, the solution was recovered and the ammonia was removed by vacuum concentration. The oligonucleotide pool was purified using 2× illustra NAP-5 Columns (GE Life Sciences, PN: 17085302). The resulting solution was evaporated to dryness, resuspended in water and quantified by Nanodrop absorbance at 260 nm. Oligonucleotide pull-down for single and double capture of multiplexed 3C libraries was performed using the Nimblegen SeqCap EZ kit (Roche) following manufacturer’s instructions using a single reaction per library for primary capture and a single capture per pool for double capture, with appropriate masses of oligonucleotides and ten cycles of DNA amplification. For Titrated Capture-C, the stock concentration of oligonucleotides used in each capture reaction should be calculated by multiplying the number of unique oligonucleotides by 2.9 nM. For each capture reaction 4.5 µL of this stock is used, this equates to 13 fmol of each 120-mer oligonucleotide.

### Sequencing and data analysis

Fastq reads for small design captures were generated using paired-end sequencing (75/75, and 150/150 cycles) on either a MiSeq or NextSeq Illumina platform. The active gene design was sequenced by Novogene (Hong Kong) using 75/75 bp paired-end reads on the Illumina NovaSeq platform to generate at least 10^5^ read-pairs per viewpoint for each of the three libraries. Sequenced reads were processed using either CaptureCompendium, which incorporates CCseqBasic^62,63^ (v1.0), or a modified script (CCseqBasicM), which improves throughput for thousands of oligonucleotides by parallelizing analyses for groups of targets (available on Github: https://github.com/Hughes-Genome-Group/CCseqBasicM). To generate windowed plots, interaction counts for fragments were proportionally assigned to 250 bp bins and the average for each bin±2.5 kb (11 bins total) calculated using CaptureCompare^64^ (v1.0). Target enrichment was calculated as the percent of mapped read-pairs containing the target fragment divided by the total number of restriction endonuclease fragments in the genome. For sequencing depth analysis, deeply sequenced human data was used (GSE129378). Reporter counts were normalized to reporters per 100,000 *cis* reporter fragments and replicates combined using CaptureCompare^62,64^. Alignment of *Hbb-b1/2* oligonucleotides to off-target peaks was performed with Clustalω in MacVector (v15.0). Statistical comparisons were carried out using Prism. Genes were characterized as active or inactive using published H3K4me3, H3K27ac, DNaseI-seq, and RNA-seq data^19,24^. Peaky analysis was performed on the average reporter count per fragments as described^51^ with the following modification: to adjust for overcalling in bins with sparse data, residuals were normalized to have a mean of 0 and a standard deviation of 1 in each distance bin. We performed chromatin segmentation of ter119^+^ erythroid cells using GenoSTAN^26^ (v1.2.0). Segmentation used a peak centric approach, rather than signal across the whole genome, H3K4me1, H3K4me3, H3K27ac, and CTCF (GSE97871, GSE78835)^19,24^ was mapped with NGseqBasic^65^ and read coverage calculated (deepTools^66^, v2.4.2) for 1 kb windows over open-chromatin peaks (bedtools^67^ merge -d 10, v2.25.0) to capture histone modifications. The HMM model was trained using Poisson log-normal distributions with ten initial states. These were manually curated to eight final states based on similarity of chromatin signature.

### Nascent RNA-seq (4sU-seq)

Fetal livers were freshly isolated at e12.5-e13.5 from C57BL/6 mouse embryos. Primary erythroid progenitors were purified by FACS sorting lineage-negative cells based on CD71 and Ter119 levels as previously described^30,68^ and full step-by-step method can be found on Protocol Exchange^69^. Briefly, Fc receptors were blocked by immunostaining with rabbit IgG at 4 °C (200 μg/mL, Jackson Laboratories 015-000-003). Progenitor cells were enriched by stained with 5 μg/mL biotin-conjugated anti-Ter119 (BD 553672) for 30 min, before magnetic depletion using streptavidin nanobeads (BioLegend Mojosort 480016) following the manufacturer’s instructions. Cells were then incubated for 45 min with 0.5 μg/mL APC-conjugated streptavidin (BD 553672), 0.33 μg/mL PE-Cy7-conjugated anti-CD71 (BioLegend 113811) and a panel of five FITC-conjugated lineage antibodies (1 μg/mL each of: anti-CD41 [BD 553848], anti-CD45R [BD 553087], anti-CD3e [BD 553061], anti-CD11b [BD 557396] and anti-Ly-6G/6C [BD 553126]). Cells were then resuspended in FACS running buffer (PBS, 0.2% BSA, 5 mM Glucose, 2 mM EDTA) and 0.66 μg/mL Hoechst was added immediately prior to sorting in order to identify live cells. Cells were sorted on a BD FACSAria™ Fusion machine with a 100 μM nozzle size into microcentrifuge tubes containing PBS supplemented with 20% FBS and 2 mM Glucose. FACS-purified cells were rested for 6 h post-sort in erythroid media (IMDM supplemented with 20% FCS and 0.001% β-mercaptoethanol), then 500 µM 4‐thiouridine (4sU) was added to liquid cultures for 45 min. Cells were then pelleted by centrifugation at 200 rcf for 5 min and washed in PBS. The cell pellet was lysed in tri-reagent, and snap frozen on dry ice/ethanol. Total RNA was extracted from tri-reagent using a Direct-zol RNA kit (Zymo). 4sU labeled RNA was purified as previously described^27^ and full step-by-step method can be found on Protocol Exchange^70^. Briefly, 20–100 µg of labeled total RNA was added to 50 µL MTSEA-biotin-XX (0.1 mg/mL in dimethylformamide) and 25 µL of 10× Biotinylation buffer (100 mM Tris pH 7.4 10 mM EDTA) in a 250 µL reaction and rotated for 30 min at room temperature. Four-hundred microliters of chloroform–isoamylalcohol (24:1) was added to the reaction and incubated for 3 min. The aqueous phase was isolated using phase-lock gel tubes and purified by isopropanol precipitation. The RNA pellet was resuspended in 60 µL RNase free water, denatured at 65 °C for 10 min, and cooled on ice for 5 min. RNA was incubated with 60 µL streptavidin magnetic beads (Miltenyi) for 15 min at room temperature with rotation, applied to a µMACS column in a magnetic stand and washed with 1 mL MACS wash buffer (100 mM Tris pH 7.5, 10 mM EDTA, 1 M NaCl, 0.1% Tween 20) two times at 65 °C and two times at room temperature. RNA was eluted from the column by applying 100 µL of freshly prepared 100 mM dithiothreitol (DTT), followed by a second elution round 5 min later, then purified using a Qiagen RNeasy RNA clean-up kit with on-column DNase digestion, eluting in 20 µL of DEPC water. Libraries were prepared using the SMARTer® Stranded Total RNA-Seq Kit v2-Pico Input Mammalian (Takara Bio) following the manufacturer’s instructions with a fragmentation time of 3 min and 14 cycles of PCR amplification. Libraries were pooled and sequenced using 75-bp paired-end reads on the Illumina Next-Seq 2000 platform. Expression counts were generated using Kallisto^71^ (v0.43). Differential expression was determined using DESeq2 (Love 10.1186/s13059-014-0550-8.) and heirachical clustering was performed using pheatmaps (v1.0.12, Kolde 2012 https://CRAN.R-project.org/package=pheatmap).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Sequence reads and processed data for the active gene capture, sequencing depth capture, and expression data have been archived in the Gene Expression Omnibus (GSE160229, GSE129378, and GSE159229, respectively). Source Data for all figures are provided in the Source Data file. All other data supporting the findings of this study, including raw data files for optimization experiments are available from the corresponding author on request. Profiles for interactions of active genes in mouse erythroid cells are available at https://capturesee.molbiol.ox.ac.uk/projects/capture_compare/1086.

## Source data

Source Data

# Supplementary material for: High-resolution targeted 3C interrogation of cis-regulatory element organization at genome-wide scale
**Source:** Nat Commun. 2021 Jan 22;12:531. doi: 10.1038/s41467-020-20809-6
**Supplement:** Supplementary file 2 — Supplementary Data 1

**Supplementary Data 1.** 3C digestion efficiency primers

| Assay Set   | Sequence                | Length | Tm    | GC %  | Amplicon |
|-------------|-------------------------|--------|-------|-------|----------|
| Dpn_cut_fwd | GGAGAAAGAAGGCTGGTGTTAT  | 22     | 62.23 | 45.45 | 105      |
| Dpn_cut_rev | TATCTGAGTTGGACAGCATTGG  | 22     | 62.23 | 45.45 |          |
| Uncut_fwd   | TTATCTTGCAATTTGCCAACTCG | 22     | 61.95 | 40.90 | 100      |
| Uncut_rev   | TGGGTTTCCCTGATTCTGAAA   | 21     | 61.84 | 42.85 |          |

# Supplementary material for: High-resolution targeted 3C interrogation of cis-regulatory element organization at genome-wide scale
**Source:** Nat Commun. 2021 Jan 22;12:531. doi: 10.1038/s41467-020-20809-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**File Name:** Supplementary Data 1.

**Description:** 3C Digestion efficiency qPCR primers for mouse.

**File Name:** Supplementary Data 2.

**Description:** Capture-C oligonucleotide sequences and locations.

How the deposited data were processed for this re-analysis (not part of the article)

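Nascent RNA was measured by 4sU-seq in sorted mouse fetal liver cells, in 18 libraries: 3 replicates of each of the 5 erythroid populations S0-Low, S0-Medium, S1, S2 and S3, and 3 of lineage-positive (Lin+) cells. Samples were assigned to populations and replicates from the submitted labels, which name a population and a replicate number for each library. The pairing of libraries used as a replicate block also comes from those numbers. Neither the labels nor the paper's text says what a shared number stands for.

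The authors made the libraries with a stranded kit and PCR without molecular identifiers, quantified the reads with Kallisto and deposited counts per gene as whole numbers, not normalized and not pooled over replicates. Kallisto assigns reads to transcript sequences by shared stretches of bases and does not align them to the genome. For reads that fit several transcripts it estimates how many belong to each, so genes with near-identical copies share counts. The paper's text does not name the transcript set used for counting or how introns were treated. The table lists 54232 gene identifiers, of which 32651 have a symbol in the names table used here. Of the 30157 identifiers with any count, 22274 (73.9%) have a symbol, and these hold 98.7% of the counts. Coordinates are those of mm9, the build the paper uses for its tracks, from a gene annotation of that build.

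Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The 15 erythroid libraries entered one edgeR model with population as its only factor. Libraries were scaled by TMM, genes were kept by filterByExpr with the populations as groups (16555 genes), and populations were compared by the two-sided quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. All 18 libraries entered the comparison of Lin+ with S0-Low (17755 genes). The common biological coefficient of variation was 0.795 over the 15 libraries and 0.771 over the 18. Standard errors given with edgeR's log2 fold changes are approximate. Each is the absolute log2 fold change divided by the square root of the test's F statistic. Values called normalized counts are counts scaled to the mean effective library size. For groups of genes, the mean of log2(CPM + 0.5) was taken in each library and compared by a two-sided exact permutation test, whose smallest p with 3 libraries against 3 is 0.1, or with pairs by an exact sign-flip test, whose smallest p is 0.25. Shares of genes past a fold use group means of normalized counts plus a pseudocount of 0.01.

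Genes were named by 1 rule: every gene the paper names with the nascent RNA data, the genes of each marker list that is discussed, and the 5 largest rises and 5 largest falls by edgeR's log2 fold change in S3 against S0-Low among genes that passed the threshold, changed the same way in every same-numbered pair and had a mean of at least 100 normalized counts in the higher population. Results for 1 gene of the marker lists are not reported here. Other genes named in the closing observations are said there to have been chosen after their values were seen. The model, the marker lists, this rule and the alternatives were set before the data were examined, except the alternatives and tests said to be chosen later.

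The alternatives were DESeq2 in place of edgeR, RLE factors or library totals in place of TMM, no filter or at least 10 counts in every compared library in place of filterByExpr, the replicate number as a block, only the 6 libraries compared, all 18 libraries, a robust empirical Bayes fit, globin genes left out, other pseudocounts, other sets of genes for the shares, and each replicate left out in turn. For the means of gene groups only other pseudocounts and globin genes left out were on this list. Library totals and the replicate block for gene groups, each replicate left out for the labelled genes, and library totals and the block for single genes in comparisons other than S3 against S0-Low were chosen after seeing the data.

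The total count per library ranged from 9452476 to 40567976. A floor of 3 counts is 0.317 CPM (counts scaled to a common library total) in the shallowest library and 0.074 in the deepest. Folds against a population whose libraries are all at or under 3 counts are given as lower bounds, which cover counting error only.

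The edgeR step was tested on simulated data drawn from the real S0-Low means, library sizes and spread, over 15449 tested genes. Every population had the S0-Low means, and only the genes given below were changed, in S3. At an adjusted p under 0.05 between S3 and S0-Low it recovered 0% of 68 genes changed 2-fold, 15.4% of 65 genes changed 4-fold and 62.1% of 66 genes changed 16-fold. It called 0 genes between populations simulated without change and 2 unchanged genes between S3 and S2. A far larger share of genes passed in the real comparison of S3 with S0-Low, which eases the adjusted p threshold. These shares therefore do not give the recovery of real changes there. They show only that changes of 2-fold were missed when few genes changed.

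The super-enhancer-interacting genes other than the 11 labelled in Fig. 7d, and the enhancer and promoter contacts of each gene, were not used here. For that reason the comparisons in Fig. 5, Fig. 6 and Fig. 8 and the chi-squared test in Fig. 7e were not repeated.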

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

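Of the tests given in this part, the tests of the granulocyte, macrophage and megakaryocyte genes and of stretches shared between globin transcripts were chosen only after the results were seen.

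The lineage-positive (Lin+) libraries, which the paper does not report, drew attention because genes differed there from S0-Low. In edgeR's quasi-likelihood test over 18 libraries with Benjamini-Hochberg adjustment, 88 genes were higher and 39 lower in Lin+ (1223 and 525 at an unadjusted p under 0.05). With the replicate number as a block, 227 were higher and 115 lower. The check of the pairing gave a mean correlation of 0.119 between same-numbered Lin+ and S0-Low libraries. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes, and the other splits of this kind gave 0. The remaining splits part 1 pair and also gave 0. With 4 splits the share cannot fall under 0.05.

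Cell-type genes fixed beforehand were compared as mean log2(CPM + 0.5). Granulocyte genes were higher in Lin+ than in S0-Low by 4.32, macrophage genes by 2.48 and megakaryocyte genes by 2.05, each in 3 of 3 same-numbered pairs (two-sided exact permutation p = 0.1 and, with the block chosen after seeing the data, exact sign-flip p = 0.25, each the smallest possible). The granulocyte genes took 0.461% ± 0.125 (SD, n = 3) of the counts in Lin+ and 0.0692% ± 0.0214 in S0-Low. Liver cell genes did not rise alike: endothelial genes differed by 0.64 (3 of 3 pairs, exact p = 0.2), hepatoblast genes by -0.54 (0 of 3 pairs) and stromal genes by -0.17. Stem and progenitor genes differed by -0.20 (exact p = 0.6). The antibodies used to sort Lin+ cells bind antigens of granulocytes, macrophages and megakaryocytes, among others, so a candidate explanation for the 4.32 is that these cells were collected as the sort intends. The test cannot separate this from RNA of such cells carried over in the sort, and exact p-values in this design cannot fall under 0.05. Leaving out S0-Low replicate 3, the shallowest library, gave 46 higher and 20 lower genes.

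Transcripts of the embryonic globin genes Hbb-y (chromosome 7 of mm9, 111000259 to 111001754), Hbb-bh1 (chromosome 7, 110990150 to 110991678) and Hba-x (chromosome 11, 32176400 to 32178116) drew attention because the paper does not discuss them and they were well above the floor in S3. Together they took 0.030 CPM in S0-Low, 2.84 ± 4.31 (SD, n = 3) in S0-Medium, 7.49 ± 11.2 in S1, 13.3 ± 12.3 in S2 and 90.8 ± 36.7 in S3, and 0.615 in Lin+. The S3 libraries had 109, 48.5 and 114 CPM. In S0-Medium, S1 and S2, replicate 3 had the highest value (7.82, 20.4 and 27.5). The adult globin genes rose alongside, from 50.0 CPM in S0-Low to 8953 ± 1273 in S3. Reads shared with adult globins were ruled out at the level of the annotated transcripts: 0 of the 31-base stretches of the embryonic transcripts occur in an adult globin transcript. Embryonic globin transcripts could come from primitive erythroid cells, which circulate in the embryo at this age, sorted together with S3 cells. The share of counts then would vary between replicates more than that of adult globins. It did, with a coefficient of variation of 40.4% against 14.2% over the 3 S3 libraries, a ratio of 2.84. A rise of embryonic globin transcription within the definitive lineage that varies between replicates may give the same ratio, so the 2 are not told apart by this test, and a weakly transcribed gene varies more in any case.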

How the results depend on the processing

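The comparisons below were each recomputed with 1 choice changed at a time, and settings added later are said to be chosen after seeing the data. Over all settings, counts of genes stayed within 1.5 times the main value in 68 cases and moved in 40. The gene group differences, without the replicate block, which cannot change a difference of means, kept their direction in 108 cases and reversed in 3, the log2 fold changes of named genes in S3 against S0-Low kept it in 236 and reversed in 2, and the shares of genes stayed within 1 SD of the paired replicates in 75 cases and moved in 33. For each value below that moved or reversed, the cause was not tested.

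In S3 against S0-Low (2220 genes higher and 3712 lower), library totals gave 1156 and 6228, the 6 compared libraries alone 1404 and 2430, and at least 10 counts in every compared library 1522 lower genes. Leaving out 1 replicate gave 1558 to 2170 higher and 2604 to 3837 lower genes. Lower genes outnumbered higher ones under each of these settings, by 1522 to 1512 where at least 10 counts were required, which leaves out genes that fell to near 0 in S3. DESeq2 (2464 and 4814), RLE (2002 and 4108), no filter (2125 and 4118), the replicate block (2640 and 4374), 18 libraries (2387 and 4328), the robust fit (2235 and 3709) and globin genes left out (2214 and 3711) stayed within 1.5 times. So did DESeq2 on every gene with a count (2527 and 4977) and counts thinned to the smallest library (2192 and 3611), both chosen after seeing the data.

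In Lin+ against S0-Low (88 higher and 39 lower), DESeq2 gave 473 and 129, no filter 311 and 82, the replicate block 227 and 115, and at least 10 counts in every compared library 29 higher genes. Leaving out 1 replicate gave 29 to 46 higher and 13 to 32 lower genes.

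Between successive populations, the 3 steps from S0-Low to S2 had 0 changed genes with edgeR. DESeq2 gave 47, 401 and 148, no filter 53, 327 and 77, and the replicate block 23, 57 and 0, so whether any gene passes there depends on these choices. Leaving out 1 replicate gave 0 to 2 genes between S1 and S2 and 0 genes for the steps from S0-Low to S1. At an unadjusted p under 0.05 the 3 steps had 539, 1135 and 667 genes. From S2 to S3 (1548 genes), DESeq2 gave 3332, library totals 2552, no filter 2546, the replicate block 3074, and leaving out 1 replicate 692 to 2375.

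Shares of genes past a fold moved with how low counts are treated. Counting every gene listed gave 11.8%, 8.04% and 4.83% at least 2-fold, 4-fold and 16-fold higher in S3, and 20.6%, 16.8% and 13.2% lower. A pseudocount of 1 gave 11.6% and 3.48% at least 4-fold and 16-fold higher and 26.4% and 13.2% lower. A pseudocount of 0.5 gave 12.9% and 4.35% higher and 15.7% at least 16-fold lower. Genes passing filterByExpr gave 12.7% and 4.40% at least 4-fold and 16-fold higher. Library totals gave 19.2% at least 2-fold higher and 57.0% lower. Of the settings chosen after seeing the data, a pseudocount of 0.01 CPM gave 4.90% at least 16-fold higher and 17.7% lower. With library totals, that pseudocount gave 18.7%, 9.60% and 3.51% higher, and with filterByExpr as well 13.7%, 7.75% and 2.82% higher and 56.5% at least 2-fold lower. Genes with a mean of at least 10 normalized counts gave 4.88% at least 16-fold higher and 19.8% lower. Leaving out 1 replicate gave 21.8% to 31.8%, 14.0% to 23.2% and 7.25% to 16.2% higher, and 41.0% to 55.3%, 32.7% to 47.5% and 24.8% to 40.7% lower.

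The log2 fold change of Actb in S3 against S0-Low reversed with library totals (-0.65) and without S0-Low replicate 3 (-0.094 to 0.28 with each replicate left out in turn). The mean of the sort marker genes in S3 against S0-Low (0.19) reversed with a pseudocount of 0.1 CPM (-0.12) and with library totals (-0.12), and that of the sex-linked genes (0.47) with library totals (-0.37). Library totals were chosen for gene groups after seeing the data. The mean of the 11 labelled genes rose at each step under each setting run that can move it, of which library totals and leaving out a replicate were chosen after seeing the data. Taken singly under library totals, Pabpc1 rose at 1 of the 4 steps and Actb at 0.

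The floor of 3 counts was highest in S0-Low replicate 3, at 0.317 CPM, so genes with few counts are least certain there. The simulated data described in the processing summary, in which few genes changed, gave calls for 62.1% of genes changed 16-fold and 0% of genes changed 2-fold. These shares were not split by depth or count, so they do not show how far depth limits the calls.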

Differences from the paper's values

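A gap from the paper's value counts as closed below when it is within 1 SD of the 3 same-numbered pairs. That SD was taken in the main setting and was not recomputed for the alternatives, whose own spread may be smaller. A closed gap can therefore leave a difference. The share of total genes at least 2-fold higher in S3 than in S0-Low was 26.5% (SD of the pairs 5.16 percentage points). The paper's value is about 12% in Fig. 7e, read by eye. Of the alternatives set before the data were examined, counting every gene listed (11.8%) closed the gap, and the others did not: a pseudocount of 1 or 0.5, filterByExpr, RLE, library totals, globin genes left out, and each replicate left out. Library totals with a pseudocount of 0.01 CPM and filterByExpr (13.7%), chosen after seeing the values, also closed it.

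The share at least 4-fold higher was 18.0%, where the paper's value is about 6% in Fig. 7e, read by eye. Counting every gene listed (8.04%) closed the gap, by adding genes with no count in the compared libraries to the total, and the other settings named for the share at least 2-fold higher as set beforehand did not. Counting every gene also lowered the shares at least 2-fold and 4-fold lower to 20.6% and 16.8%, where the paper's values are about 50% and about 29% in Fig. 7e, read by eye. Both then differed from the paper, which 46.3% and 37.7% did not. Library totals with a pseudocount of 0.01 CPM, without filterByExpr (9.60%) and with it (7.75%), both chosen after seeing the values, closed it. With filterByExpr, however, the share at least 4-fold lower rose to 40.0% and then differed from the paper.

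The share at least 16-fold higher was 10.8%, where the paper's value is about 2% in Fig. 7e, read by eye. A pseudocount of 1 (3.48%), a pseudocount of 0.5 (4.35%), filterByExpr (4.40%) and every gene listed (4.83%) closed the gap. RLE (10.7%), library totals (9.64%), globin genes left out (10.8%) and the settings that leave out a replicate did not. A pseudocount of 0.01 CPM (4.90%), the same with library totals (3.51%) and with filterByExpr as well (2.82%), and genes with a mean of at least 10 normalized counts (4.88%) closed it and were chosen after seeing the values.

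The share at least 16-fold lower was 29.6%, where the paper's value is about 13% in Fig. 7e, read by eye. A pseudocount of 1 (13.2%), a pseudocount of 0.5 (15.7%), filterByExpr (22.0%) and every gene listed (13.2%) closed the gap. The SD of the pairs was 9.47 percentage points here, so the value with filterByExpr stayed above the paper's. RLE, library totals, globin genes left out and the settings that leave out a replicate did not close it. A pseudocount of 0.01 CPM (17.7%), the same with library totals (20.6%) and genes with a mean of at least 10 normalized counts (19.8%), chosen after seeing the values, closed it. Library totals with that pseudocount and filterByExpr (24.1%) did not.

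The log2 fold change of Slc4a1 in S3 against S0-Low was 10.05, where the paper's value is about 9.4 in Fig. 7d, read by eye. DESeq2 (9.93), RLE (9.93), library totals (9.15), leaving out S3 replicate 3 (9.76) and leaving out S0-Low replicate 1 (9.67) closed the gap. The SD of the pairs was 0.553. The replicate block (10.00), globin genes left out (10.05) and leaving out S3 replicate 1 (10.25), S3 replicate 2 (10.06), S0-Low replicate 2 (10.36) or S0-Low replicate 3 (10.03) did not.

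The log2 fold change of Slc25a37 was 6.89, where the paper's value is about 6.1 in Fig. 7d, read by eye. Library totals (6.02) closed the gap. DESeq2, RLE, the replicate block, globin genes left out and each replicate left out, which were the other settings run for single genes, did not.

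The log2 fold change of Actb was 0.17, where the paper's value is about -0.5 in Fig. 7d, read by eye. Library totals (-0.65) closed the gap, and the same other settings did not.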

Other observations

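Of the tests given in this part, the splits of S3 against S0-Low, the test of globin genes taking counts and the test of liver cell RNA were planned, and the others were chosen only after the results were seen.

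Other groupings of the libraries were counted for each comparison of erythroid populations, among the 4 splits of the 6 libraries that part all 3 same-numbered pairs. In S3 against S0-Low, 1 of the 4, the real one, gave as many genes past the threshold (5932), and the other splits of this kind gave 0. In S3 against S2, 1 of the 4 gave as many (1548), and the most in the others was 3. In the steps from S0-Low to S0-Medium, S0-Medium to S1 and S1 to S2, 4 of the 4 gave as many, since the real split gave 0 (539, 1135 and 667 genes at an unadjusted p under 0.05). The remaining splits of each comparison part 1 same-numbered pair and so set replicate numbers against each other. The most they gave was 209 genes, in S3 against S2. With 4 splits the share cannot fall under 0.05.

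More genes were lower than higher in S3 (62.6% of the changed genes, median log2 fold change of all genes -0.54). A few genes did not take most of the counts: the 10 genes with the most took 7.67% to 9.20% in S3 and 5.05% to 5.47% in S0-Low. Leaving out the 13 globin genes changed the share by 0.057 percentage points, but they held at most 1.04% of the counts in an S3 library, so their removal had little room to move it. Library size does not account for it either, with 62.2% lower when each library was thinned to 9452476 counts. With the tested genes parted into 3 groups of equal size by GC content, known for 87.6% of them, lower genes were 56.8%, 62.2% and 68.2% of the changed genes from the lowest to the highest GC content, and in the same way they were 63.2%, 62.6% and 62.2% from the shortest to the longest exon length. Mean count did separate the genes: lower genes were 88.0% of the changed genes in the third with the lowest mean counts (157 higher, 1146 lower), 82.3% in the middle (379 and 1763) and 32.3% in the highest (1684 and 803). The median log2 fold changes were -2.04, -1.08 and 0.30. A candidate explanation is that S3 cells concentrate transcription on fewer genes, so that scaling on the bulk of expressed genes leaves weakly transcribed genes lower. How far each direction goes rests on the scaling, with 84.3% lower under library totals. The excess lies among genes with lower mean counts, so a limit in measuring genes with few counts in S3 is left open.

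Genes lower in S3 could partly be RNA of other liver cells in the S0-Low sort. The 26 hepatoblast, endothelial and stromal genes on the marker lists took 0.0149% of the counts in S0-Low, 0.00566% in S0-Medium, 0.000384% in S3 and 0.0137% in Lin+. Of the 3712 genes lower in S3, 236 (6.36%) were at least 2-fold higher in Lin+ than in S0-Low at an unadjusted p under 0.05. Both values are small, but Lin+ cells are not the liver cells in question, so the test leaves the explanation open for individual genes.

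Single libraries had 0 counts for genes that were well covered in both other replicates of the same population. With each library thinned to the smallest total, S0-Low replicate 3 had 0 counts for 1.99% of the genes with at least 50 counts in both other replicates (198 of 9951), S3 replicate 1 for 1.31%, S3 replicate 3 for 1.06% and S2 replicate 3 for 0.676%. Depth alone does not account for this, since the totals were equal, although S0-Low replicate 3 and S3 replicate 1, with the most such genes, also have the smallest deposited totals (9452476 and 17978747 counts). A candidate explanation is that these libraries hold few distinct RNA molecules, each read many times after PCR. The reads per molecule implied for S0-Low replicate 3 were 24.4 and 35.1 for genes in the lower and higher of 2 count classes, a ratio of 1.44 where a single value would give a ratio of 1. The counts hold no molecular identifiers, so this cannot be told apart from RNA that differed between the sorted cells.

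Replicate 3 differed from the other replicates across populations. With replicate number as a factor beside population, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 757 genes higher and 1053 lower in replicate 3 than in replicate 2, and 910 and 1288 against replicate 1, whereas replicate 2 and replicate 1 differed in 2 and 57 genes. Few distinct molecules in replicate 3 would not make its libraries deviate together. Across the third of genes with the highest counts, deviations of the replicate 3 libraries correlated at a mean r of 0.550. The deviations in a population sum to 0, so the similar values for replicates 1 and 2 (0.477 and 0.551) follow in part from this one and are not a comparison. Across the third with the lowest counts the value for replicate 3 was 0.127, and the pattern there cannot be told apart from few distinct molecules. Cells further along differentiation are a candidate explanation, given the place of replicate 3 on the first principal component. Across genes, the deviation of replicate 3 correlated with the change from S0-Medium to S2 at a mean Spearman rho of 0.135 over S0-Low, S1 and S3, against 0.145 for replicate 2 minus replicate 1. By population the values were 0.061 against 0.232 in S0-Low, 0.242 against 0.127 in S1 and 0.101 against 0.077 in S3, so the test did not separate the explanations. Genes are not independent replicates in these correlations. Lower cytokine signalling during the rest in culture is another candidate: 5 genes induced by STAT5 (Pim1, Socs2, Socs3, Osm and Bcl2l1) differed by -1.60 on the log2 scale in replicate 3, lower in 5 of 5 populations (exact sign-flip p = 0.0625, the smallest possible), and immediate early genes differed by -0.50, also lower in 5 of 5 populations with the same p, so the direction was not particular to STAT5 genes. These genes were chosen after Cish and Egr1 had been seen among the lowest genes of replicate 3. No label describes a batch, so the source of the difference is not known, and each population holds 1 library of replicate 3.

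Nprl3 (chromosome 11 of mm9, 32125628 to 32167707) lies beside the alpha-globin genes. It rose from 1177 ± 361 (SD, n = 3) to 12437 ± 3523 normalized counts between S0-Low and S3, a log2 fold change of 3.40 (standard error 0.58, adjusted p = 0.000439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 pairs). It was 3.42 with the replicate block and 2.51 with library totals, and stayed between 3.18 and 3.64 with each replicate left out.

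Nascent RNA was also summed up for the promoters the paper captured. Of the 187 genes listed with inactive control promoters, those found by symbol in the count table had a median of 0.010 CPM in S3, where 25 (15.3% of those found) reached at least 1 CPM, and 100 were at or under 3 counts in each library. In S0-Low 65 (39.9%) and in Lin+ 72 (44.2%) reached that level. Of the part of the active promoter list used here, 1091 of 1227 genes matched, and 989 (90.7%) reached it in S3, against 1033 (94.7%) in S0-Low and as many in Lin+. Their median was 32.9 CPM in S3, 54.7 in S0-Low and 51.2 in Lin+.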
